# AMPK induces degradation of the transcriptional repressor PROX1 impairing branched amino acid metabolism and tumourigenesis

**DOI:** 10.1038/s41467-022-34747-y

**Published:** 2022-11-24

**Authors:** Yanan Wang, Mengjun Luo, Fan Wang, Yu Tong, Linfeng Li, Yu Shu, Ke Qiao, Lei Zhang, Guoquan Yan, Jing Liu, Hongbin Ji, Youhua Xie, Yonglong Zhang, Wei-Qiang Gao, Yanfeng Liu

**Keywords:** Medical research, Cancer metabolism, Cell biology

## Abstract

Tumour cell metabolic plasticity is essential for tumour progression and therapeutic responses, yet the underlying mechanisms remain poorly understood. Here, we identify Prospero-related homeobox 1 (PROX1) as a crucial factor for tumour metabolic plasticity. Notably, PROX1 is reduced by glucose starvation or AMP-activated protein kinase (AMPK) activation and is elevated in liver kinase B1 (LKB1)-deficient tumours. Furthermore, the Ser79 phosphorylation of PROX1 by AMPK enhances the recruitment of CUL4-DDB1 ubiquitin ligase to promote PROX1 degradation. Downregulation of PROX1 activates branched-chain amino acids (BCAA) degradation through mediating epigenetic modifications and inhibits mammalian target-of-rapamycin (mTOR) signalling. Importantly, PROX1 deficiency or Ser79 phosphorylation in liver tumour shows therapeutic resistance to metformin. Clinically, the AMPK-PROX1 axis in human cancers is important for patient clinical outcomes. Collectively, our results demonstrate that deficiency of the LKB1-AMPK axis in cancers reactivates PROX1 to sustain intracellular BCAA pools, resulting in enhanced mTOR signalling, and facilitating tumourigenesis and aggressiveness.

## Abstract (web summary)

Energy stress activates AMPK leading to metabolic plasticity and therapy resistance in cancer. Here, the authors show that AMPK activation decreases Prospero-related homeobox 1 (PROX1) levels impairing branched amino acid metabolism and tumourigenesis in liver and lung cancer models.

## Introduction

Tumour cells are frequently exposed to environmental conditions, such as energy stresses and therapeutic drugs, throughout tumour initiation and progression^1^. Tumour cells engage multiple strategies to tailor metabolic programmes, allowing the flexibility of a broad range of metabolic pathways. This event is termed metabolic plasticity. It plays a critical role in supporting high energy demands and facilitates the fitness and survival of tumour cells in response to low nutrient availability^2,3^. Thus, metabolic plasticity is an emerging hallmark of human cancers, that dictates tumour transformation, progression and therapeutic response.

The energy sensor AMP-activated protein kinase (AMPK) is regarded as a master regulator that orchestrates the fine-tuning of cellular metabolism upon nutrient fluctuations. AMPK is a heterotrimeric complex consisting of an α catalytic subunit and β and γ regulatory subunits^4^. Upon energetic stress, AMPK is activated by the phosphorylation of Thr172 in the α subunit^5^ through an incompletely defined mechanism involving an upstream kinase of LKB1^6–8^ or CaMKKβ^9,10^ to redirect cellular metabolism. In particular, LKB1 is one of the leading somatically mutated genes in multiple cancer types including lung cancer^11^. By phosphorylating AMPK and other substrates, LKB1 is regarded as a major tumour suppressor and regulator of metabolism that acts mainly by inhibiting the mammalian target-of-rapamycin (mTOR) pathway^12–14^. Emerging evidence has revealed that the LKB1-AMPK axis potently restricts tumourigenesis and dictates metabolic plasticity and therapeutic resistance^15,16^. These findings demonstrate that the therapeutic manipulation of this pathway has implications for novel intervention strategies against cancers. Despite improved understanding, the underlying mechanisms by which LKB1-AMPK controls cellular metabolic plasticity remain largely unknown.

Branched-chain amino acids (BCAAs), including valine (Val), leucine (Leu) and isoleucine (Ile), are essential amino acids. BCAAs are important nutrition signals and play a crucial role in the activation of the mTOR pathway^17^. In particular, emerging evidence has indicated that altered gene expression in BCAA metabolism is observed in various cancer types and correlated with tumour aggressiveness and therapeutic resistance^18–20^. However, it remains unclear how BCAA metabolism alterations in cancers are regulated, particularly in contexts where nutrients are deficient. Revealing these mechanisms could facilitate the discovery of potential therapeutic targets against human cancers.

Prospero-related homeobox 1 (PROX1) is an essential lineage-specific transcription corepressor regulator for the development of multiple organs and tissues, including the liver^21–27^. Homozygous Prox1 knockout mice are embryonic lethal owing to multiple developmental defects. Emerging evidence has indicated that PROX1 expression is important for patient clinical outcomes in various cancers^28–32^. We have previously found that high levels of PROX1 in hepatocellular carcinoma (HCC) promote tumour growth and metastasis, and show poor prognosis and a high recurrence rate in HCC^30,33^. However, the mechanism by which PROX1 is abnormally expressed remains poorly understood. The relationship between PROX1 and cancer development is complex, and the functional role and mechanism of PROX1 in tumour progression are largely unknown.

In this study, we revealed that PROX1 serves as an important factor of tumour metabolic plasticity downstream of the LKB1-AMPK axis that coordinates tumour cell anabolism during insufficient nutrient availability. Mechanistically, we revealed that AMPK phosphorylates PROX1. This decreases BCAA levels and suppresses mTOR signalling activity and overall energy metabolism. Thus, therapeutic resistance to metformin or phenformin develops. This mechanism links LKB1-AMPK to BCAA metabolism and provides therapeutic implications for cancer treatment.

## Results

### PROX1 is a crucial factor for AMPK-mediated tumour metabolic plasticity

Tumour metabolic plasticity represents a leading challenge for cancer therapy. To dissect the molecular determinants governing metabolic plasticity, we performed TMT (tandem mass tag) labelling and quantitative proteomics in Huh7 cells exposed to metabolic stresses, such as glucose deprivation (Fig. 1a and Supplementary Fig. 1a). Consequently, several pathways including TGF-β, terpenoid backbone biosynthesis, steroid biosynthesis, pyrimidine metabolism and AMPK signalling were enriched, as analysed using KEGG (Fig. 1b). Interestingly, PROX1 expression was reduced by glucose starvation and was ranked as the top enriched candidate (Fig. 1c and Supplementary Fig. 1b, c). Therefore, it was selected for further investigation. In support of this, higher levels of PROX1 were observed in *KRAS-*driven *LKB1*-mutant (KL), the upstream kinase for AMPK, lung tumours, compared with either lung cancer subtypes of *KRAS* (K) or concomitant *KRAS* and *TP53* mutation (KP) from TCGA database (Fig. 1d). This unique expression pattern in both AMPK-proficient and deficient contexts suggests that PROX1 might be an important factor for tumour metabolic plasticity. Indeed, the PROX1 protein abundance was reduced in response to glucose deficiency, metformin or MK8722 (a selective on-target synthetic AMPK activator) treatment in liver cancer cells and mouse embryonic fibroblasts (MEFs) (Fig. 1e–g and Supplementary Fig. 1d–g). We further confirmed this observation in vivo. Consistently, PROX1 was decreased in the liver sections by fasting or metformin treatment, as revealed by IHC and western blot analysis (Fig. 1h, i and Supplementary Fig. 1h). To address whether the alteration of PROX1 was involved in tumour metabolic flexibility, we examined the survival capacity of HCC cells following metabolic stress. As expected, PROX1 depletion attenuated tumour cell death upon glucose starvation (Fig. 1j, k and Supplementary Fig. 1i–k). More importantly, we further found that concomitant loss of *Ampk*α and *Prox1* largely rescued the apoptosis signature observed in *Ampk*α deficient MEFs (Fig. 1l and Supplementary Fig. 1l). These findings suggest the important role of PROX1 in AMPK-mediated metabolic plasticity under energy stress and the AMPK likely signals through other factors that also contribute to cell survival.

**Fig. 1:**
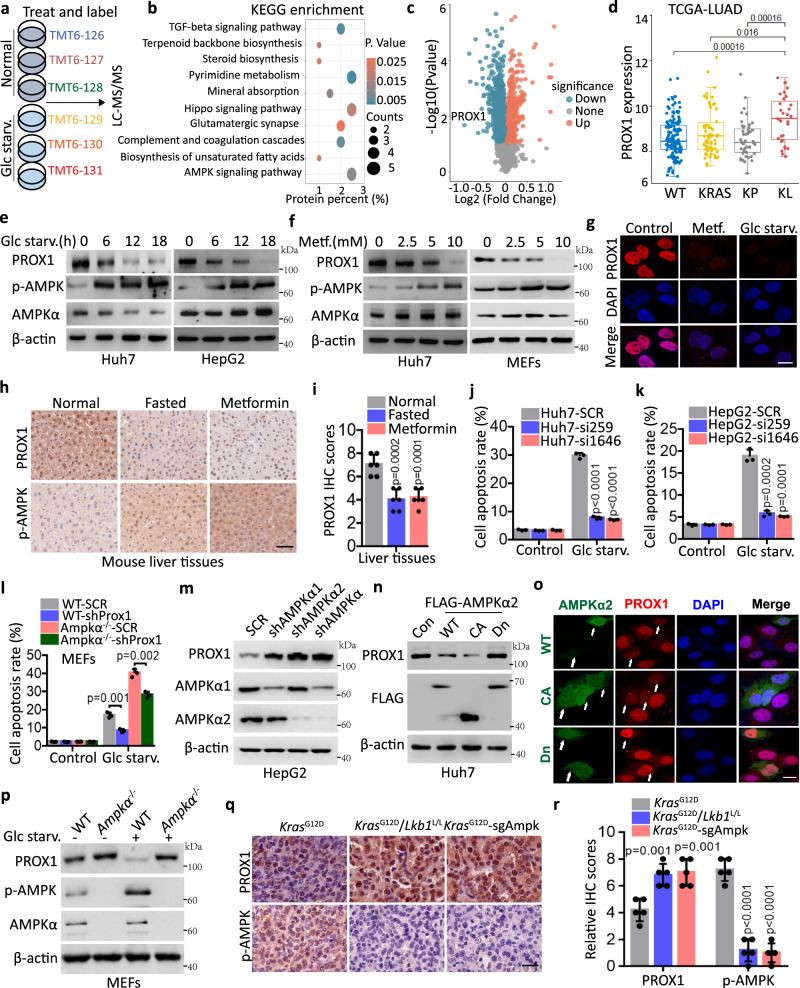
PROX1 functions as a feedback mechanism mediates tumour cell metabolic plasticity upon glucose starvation. **a**, **b** TMT6 labelled quantitative proteomics (**a**) to investigate the mechanisms for tumour cell metabolic plasticity and KEGG pathway enrichment analysis (**b**) the differential protein in the Huh7 cells upon glucose starvation (Glc starv.) for 12 h. **c** Volcano plot shows the total proteins upon glucose starvation by LC-MS/MS. **d** Comparison of the PROX1 mRNA level between KRAS/TP53/LKB1 wild-type (WT), single KRAS mutation (KRAS), KRAS/TP53 both mutation and KRAS/LKB1both mutation in the lung adenocarcinoma (LUAD) from TCGA database. WT/KRAS/KP/KL: *n* = 138/66/47/31, maximum = 11.54/12.69/11.74/11.57, upper quartile = 8.95/9.11/8.76/10.28, median = 8.06/8.36/8.10/9.32, lower quartile = 7.63/7.64/7.47/8.17, minimum = 6.16/6.75/6.31/7.24. **e**, **f** Western blot analysis the cell lysates upon glucose starvation (**e**) and metformin treatment (**f**) as indicated. **g** Immunofluorescence analysis the Huh7 cells as indicated (*n* = 3 independent experiments). Scale bar, 10 µm. **h**, **i** Liver tissues from normal, fasted and metformin (500 mg/L) treatment mice (*n* = 6) are subjected to immunohistochemistry (**h**) and the corresponding quantified graph of liver tissues (**i**) are shown. Scale bar, 50 µm. **j**, **k** The apoptotic analysis of the Huh7 (**j**) and HepG2 (**k**) cells were infected with the lentivirus either expressing *PROX1* siRNA (si259 or si1646) precursor or scrambled siRNA precursor (SCR) by flow cytometry (*n* = 3 independent experiments). **l** The apoptotic analysis of the wild-type (WT) and AMPKα knockout (Ampkα^-/-^) MEFs were infected as indicated (*n* = 3). **m** Immunoblot analysis the cell lysates as indicated. **n** Western blot analysis the cell lysates overexpression of the wild-type AMPKα2 (WT-AMPK), the constitutively active AMPK (CA-AMPK) and the dominant-negative AMPK (Dn-AMPK). **o** Representative confocal images of Huh7 cells transfected with WT-, CA- and Dn-AMPKα2 plasmids (*n* = 3 independent experiments). Scale bar, 10 µm. **p** Western blot analysis the cell lysates as indicated. **q**, **r** Representative IHC staining images (**q**) and statistical data (**r**) in the murine lung tumour tissues from *Kras*^G12D^/*Lkb1*^L/L^ and *Kras*^G12D^-sgAmpk mouse (*n* = 5). Scale bar, 50 µm. The immunoblots are repeated independently with similar results at three times. For **i–l** and **r**, data represent the mean ± SD. Statistical significance was assessed using two-tailed unpaired Student’s *t*-test. Source data are provided as a Source Data file.

Given the role of PROX1 in AMPK-mediated cell survival during glucose starvation, we reasoned that AMPK might regulate PROX1 expression. As expected, PROX1 expression was upregulated in AMPKα knockdown HepG2 cells (Fig. 1m). Furthermore, only wild-type AMPKα2 (WT-AMPK) and constitutively active AMPK (CA-AMPK), but not the dominant-negative mutant (Dn-AMPK), were able to reduce PROX1 protein levels (Fig. 1n, o). These findings indicate that the kinase activity of AMPK is indispensable for controlling the steady-state expression of PROX1. Additionally, we used MEFs with homozygous knockout (KO) of AMPKα to further examine these results. Consistently, an upregulation of PROX1 expression was found in AMPKα KO MEFs (Fig. 1p). More importantly, we found that the glucose deprivation-mediated reduction in PROX1 expression was abrogated in AMPKα KO MEFs (Fig. 1p), indicating that the reduction in PROX1 expression during glucose starvation depends on AMPK. Furthermore, we verified the above observation in de novo tumour tissues derived from *Kras*^*G12D*^, *Kras*^*G12D*^*; Lkb1*^*flox/flox*^ and *Kras*^*G12D*^*; Ampk*α^*-/-*^ (KA) mice in which AMPKα was deleted via lenti-Cre infection by nasal inhalation. IHC analysis showed an upregulation of PROX1 expression following the genetic loss of either *Lkb1* or *Ampk*α (Fig. 1q, r and Supplementary Fig. 1m). Additionally, AMPKα2 dose-dependently reduced PROX1 expression in a manner that appeared to occur posttranslationally (Supplementary Figs. 1n, 2a, b). This was further supported by the observation that glucose limitation suppressed the protein stability of PROX1 (Supplementary Fig. 2c–e). Collectively, these findings demonstrate that the downregulation of PROX1 expression by AMPK is an important event for tumour metabolic adaptations during nutrient deficiency.

### PROX1 is directly phosphorylated by AMPK at Ser79

Given that AMPK kinase activity is required for the control of PROX1 protein abundance, we reasoned that AMPK might directly phosphorylate and decrease the expression of PROX1. To this end, using immunoprecipitation (IP)-based mass spectrometry, we identified the phosphorylation of Ser79 in the amino terminus of PROX1 as the conserved AMPK substrate motif site (Fig. 2a, b and Supplementary Fig. 2f), suggesting that PROX1 might be a potential substrate of AMPK. Since AMPKα2 has been shown to be preferentially expressed in the nucleus^34^, where PROX1 is also localized^35^, we examined whether PROX1 can directly interact with AMPKα2. GST-AMPKα2 was expressed and purified in Escherichia coli. Full-length PROX1 was produced via in vitro translation. GST pulldown assays indicated that PROX1 directly interacted with AMPKα2 (Fig. 2c). Moreover, endogenous AMPKα2 colocalized with PROX1 in Huh7 cells (Fig. 2d). In addition, glucose starvation facilitated PROX1-AMPKα2 binding (Fig. 2e).

**Fig. 2:**
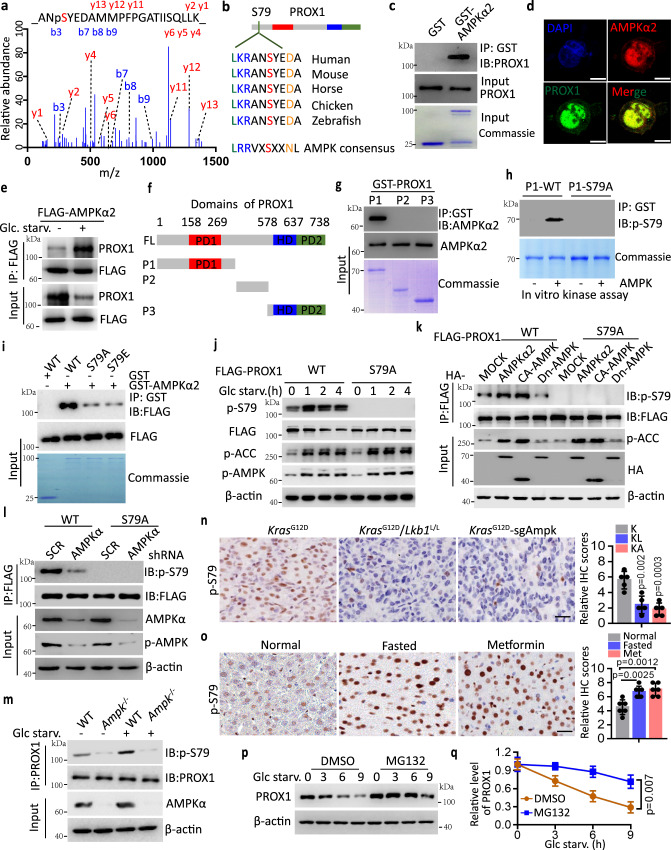
AMPK directly phosphorylates PROX1 at Ser79. **a** The Ser79 phosphorylation modification of PROX1 peptides identified through liquid chromatography-tandem mass spectrometry. **b** The substrate motif of AMPK kinases is shown (lower), and the Ser79 site of PROX1 is conserved in vertebrate. **c** Coomassie blue staining of GST and GST-AMPKα2 incubated with in vitro translated PROX1, PROX1 was detected by anti-PROX1 antibody after GST-pulldown. **d** Endogenous PROX1 and AMPKα2 in the Huh7 cells were visualized under fluorescent microscopy (*n* = 3 independent experiments). Nuclei were stained with DAPI. Scale bar, 10 µm. **e** Western blot analysis Huh7 cell lysates as indicated. **f** The domain organization of PROX1 and the deletion constructs. PD1, prospero domain1; HD, homeodomain; PD2, prospero domain 2. **g** Input, coomassie blue staining of each GST-PROX1 fragment incubated with in vitro translated AMPKα2. AMPKα2 was detected by anti-AMPKα2 antibody after GST-pulldown. **h** The P1-WT and P1-S79A of PROX1 as indicated was detected using a phosphor-specific antibody against Ser79 of PROX1. **i** HEK293T-expressed wide type (WT) and replacement of S79 with Ala (A) or Glu (E) in the FLAG-PROX1 (S79A and S79E) incubated with GST-AMPKα2. **j** Western blot analysis HEK293T cell lysates as indicated. **k** Immunoblot analysis of HEK293T cell lysates transfected with the indicated PROX1 and HA-AMPKα2 plasmids. **l** Immunoblot analysis of the FLAG-IP and cell lysates from transfected with the indicated constructs. **m** Immunoblot analysis of MEFs cell lysates as indicated. **n** Representative IHC staining images and statistical data of the murine lung tumour tissues from *Kras*^G12D^ (K), *Kras*^G12D^/*Lkb1*^L/L^ (KL) and *Kras*^G12D^-sgAmpk (KA) mouse (*n* = 5). Scale bar, 50 µm. **o** Representative IHC staining images and statistical data of the liver tissues from normal, fasted and metformin (500 mg/L) treatment mice (*n* = 6). Scale bar, 50 µm. **p, q** Representative western blot (**p**) and the corresponding quantified graph (**q**) of Huh7 cell lysates are shown. *n* = 3 independent experiments. IB, immunoblot; IP, immunoprecipitation. The immunoblots are repeated independently with similar results at three times. For **n, o** and **q**, data represent the mean ± SD. Statistical significance was assessed using two-tailed unpaired Student’s *t*-test. Source data are provided as a Source Data file.

To determine the regions mediating this interaction, we prepared constructs encoding various GST-tagged truncated PROX1 proteins to test the interaction with AMPKα2 individually. The N-terminal region spanning residues 1 to 337 of PROX1 (P1) was required for the interaction with AMPKα2 (Fig. 2f, g). Additionally, FLAG-tagged PROX1 fragments were produced in HEK293T cells to examine its interaction with GST-AMPKα2. In support of the observed finding, the N-terminus of PROX1 was also responsible for the interaction with GST-AMPKα2 (Supplementary Fig. 2g). Reciprocally, the N-terminal kinase domain (aa 1–312) of AMPKα2 mainly mediated the association with PROX1 (Supplementary Fig. 2h). We next sought to examine whether AMPK-PROX1 binding stimulated PROX1 phosphorylation. Using an in vitro kinase assay, we found the N-termini of PROX1, but not other fragments, were specifically recognized by the phosphor-AMPK substrate motif antibody. The replacement of S79 with Ala (A) abolished the phosphorylation signal (Supplementary Fig. 2i), implying that a phosphorylation event occurs in this region. Using an antibody that specifically recognizes PROX1-Ser79 phosphorylation (Supplementary Fig. 2j, k), we found that the purified N-termini of PROX1 (P1-WT) but not PROX1 (P1-S79A) from bacteria were efficiently phosphorylated by the purified active AMPK complex (α2/β1/γ1). This finding suggests a direct role for AMPK in phosphorylating PROX1 at Ser79 (Fig. 2h). Consistent with this finding, either the phosphor-deficient PROX1-S79A (Ser79Ala) or the phosphor-mimetic PROX1-S79E (Ser79Glu) compromised its interaction with AMPKα2 compared to the wild-type PROX1-WT (Fig. 2i).

In addition, PROX1, but not the S79A mutant, underwent rapid Ser79 phosphorylation following glucose deficiency or when the wild-type AMPKα2 (WT-AMPK) and constitutively active AMPK (CA-AMPK) were expressed compared to dominant-negative AMPKα2 (DN-AMPK) (Fig. 2j, k). However, the levels of Ser79 phosphorylation were diminished in AMPKα-depleted Huh7 cells (Fig. 2l). Additionally, we used MEFs with homozygous knockout (KO) of AMPKα to further examine these results. Consistently, a reduction in PROX1-Ser79 phosphorylation was found in the AMPKα KO MEFs (Fig. 2m). More importantly, we also found that glucose deprivation-mediated PROX1-Ser79 phosphorylation was abrogated in AMPKα KO MEFs (Fig. 2m). A similar finding was also observed in tissue sections of KL and KA mice relative to those of K mice (Fig. 2n). Consistently, the PROX1-Ser79 phosphorylation level was increased in the liver sections after fasting or metformin treatment, as revealed by IHC analysis (Fig. 2o). Taken together, these results indicate that AMPK directly phosphorylates PROX1 at Ser79 in vitro and in vivo.

### Ser79 phosphorylation destabilizes PROX1 in a CUL4-DDB1 E3 ligase-dependent manner

As described above, AMPK was found to interact with and phosphorylate PROX1 to destabilize its protein level, so we next sought to address how PROX1 phosphorylation is linked to altered protein degradation. Given the rapid degradation due to glucose starvation, we assumed that PROX1 might be degraded through ubiquitination and the proteasome pathway. Indeed, treatment with MG-132, a proteasome inhibitor, reversed PROX1 degradation caused by glucose deprivation (Figs. 2p, q), implying a potential role of the proteasome pathway. To provide further evidence that links AMPK-dependent Ser79 phosphorylation and the proteolytic destruction of PROX1, coimmunoprecipitation (Co-IP)/mass spectrometry (MS) was conducted to identify potential E3 ligase(s) that target PROX1 for degradation during glucose starvation in the presence of MG132. Intriguingly, several members of the CUL4-DDB1 E3 ubiquitin ligase complex (CUL4A, CUL4B and DDB1) were identified as PROX1 binding partners (Supplementary Fig. 3a,b). Next, we systematically examined a possible interaction between the cullin family members (CUL1–5) and PROX1 and found that PROX1 exhibited specific binding to CUL4A and CUL4B (Fig. 3a). In agreement with this observation, only the dominant-negative mutants of CUL4A and CUL4B (dnCUL4A and dnCUL4A) could upregulate PROX1 protein levels in Huh7 cells (Fig. 3b). Moreover, we further demonstrated that PROX1 interacts with CUL4A, CUL4B and DDB1, but not with CUL1, CUL2, CUL3 and CUL5 (Fig. 3c and Supplementary Fig. 3c), and these associations with PROX1 were enhanced following glucose starvation (Fig. 3d). These findings suggest that PROX1 indeed interacts with the CUL4-DDB1 E3 ubiquitin complex and responds to metabolic stresses. In addition, PROX1 colocalized with DDB1 in Huh7 cells, as evidenced by immunofluorescence staining (Fig. 3e). Next, we determined the specific regions required for this interaction. FLAG-PROX1 fragments were cotransfected with HA-CUL4A, HA-CUL4B and DDB1 in HEK293T cells. The results of the Co-IP assays indicated that the N-terminus of PROX1 was responsible for the interactions with CUL4A, CUL4B and DDB1 (Supplementary Fig. 3d–f). Furthermore, GST pulldown assays showed that the phosphomimetic PROX1-S79E bound to DDB1 with a stronger intensity than that of the wild-type PROX1. However, the phosphor-deficient PROX1-S79A attenuated its association with DDB1 (Fig. 3f). Collectively, these results demonstrate that the Ser79 phosphorylation of PROX1 is an upstream event that recruits the CUL4-DDB1 E3 ligase complex.

**Fig. 3:**
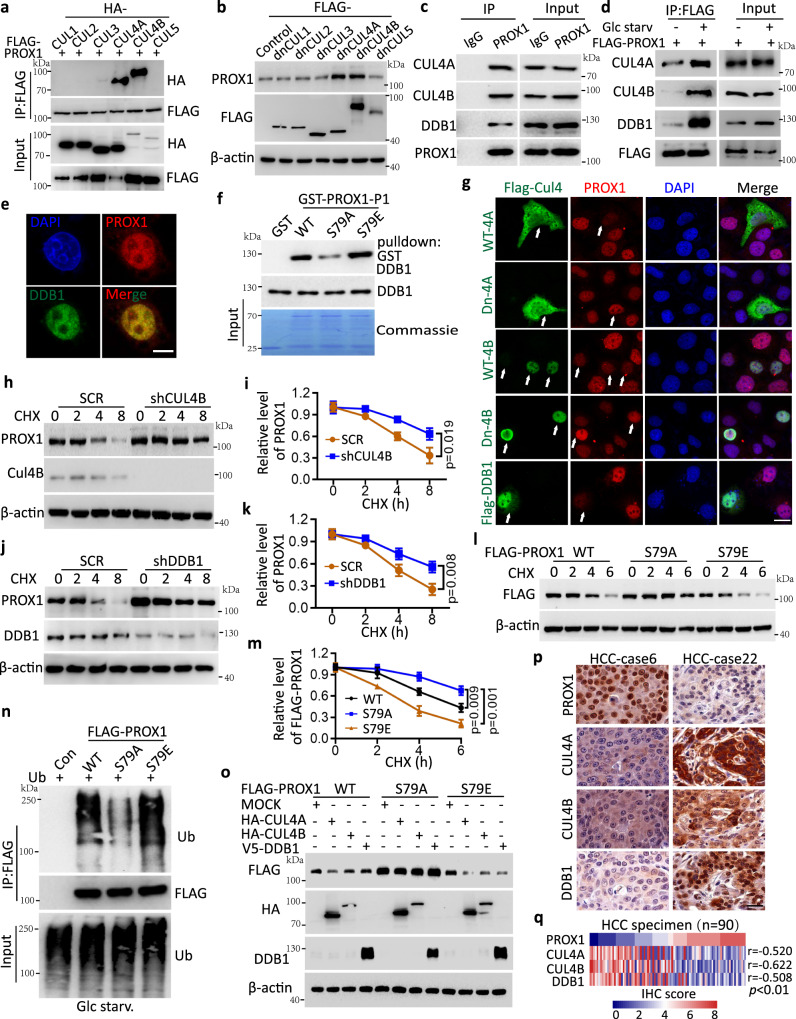
Ser79 phosphorylation destabilizes PROX1 in a CUL4-DDB1 E3 ligase-dependent manner. **a** Interaction between PROX1 and CUL proteins were analyzed in the HEK293T cells. IP, immunoprecipitation. **b** Immunoblot analysis of the cell lysates from Huh7 cells transfected with the indicated dominant-negative CUL (dn-CUL1, 2, 3, 4 A, 4B and 5) constructs. **c** Endogenous PROX1 in the Huh7 cells treated with MG132 (4uM) was immunoprecipitated using anti-PROX1 antibody or isotype IgG control and subjected to immunoblot analysis. **d** HepG2 cells transfected with FLAG-PROX1 were deprived of glucose for 8 h in the presence of MG132. **e** Representative confocal images from Huh7 cells (*n* = 3 independent experiments). Scale bar, 10 µm. **f** Purified recombinant GST-PROX1 (P1-WT, S79A and S79E) was incubated with DDB1 individually. **g** Representative confocal images of PROX1 expression in the Huh7 cells transfected with WT- and Dn-CUL4A, 4B constructs, and Flag-DDB1 as the indicated (*n* = 3 independent experiments). Scale bar, 20 µm. **h**, **i** HepG2 cells infected with shRNA lentivirus encoding scramble (SCR) and shCUL4B were treated cycloheximide (CHX, 100 mg/mL). Representative western blot (**h**) and the corresponding quantified graph (**i**) are shown (*n* = 3 independent experiments). **j**, **k** HepG2 cells infected with the lentivirus as indicated. Representative western blot (**j**) and the corresponding quantified graph (**k**) are shown (*n* = 3 independent experiments). **l, m** HEK293T cells transfected with FLAG-PROX1 variants upon glucose starvation were subject to CHX (100 mg/mL) treatment. Representative western blot (**l**) and the corresponding quantified graph (**m**) are shown (*n* = 3 independent experiments). **n** Ubiquitination levels of FLAG-PROX1 variants in the HEK293T cells upon glucose starvation were immunoprecipitated using anti-FLAG mAb and subjected to immunoblot analysis. **o** Immunoblot analysis of the cell lysates from HEK293T cells co-transfected plasmids as indicated. **p**, **q** Representative IHC staining images (**p**) and the heatmap (**q**) of IHC score (by Pearson’s) between PROX1, CUL4A, CUL4B and DDB1 expression in HCC tissues (*n* = 90). Scale bar, 50 µm. The immunoblots are repeated independently with similar results at three times. For **i, k** and **m**, data represent the mean ± SD. Statistical significance was assessed using two-tailed unpaired Student’s *t*-test. Source data are provided as a Source Data file.

We next examined whether the CUL4-DDB1 E3 ligase was implicated in PROX1 degradation. As expected, we depleted the expression of CUL4A, CUL4B and DDB1 in HepG2 cells individually and discovered that PROX1 expression was upregulated (Supplementary Fig. 3g). For visible evaluation of these effects, we performed an immunofluorescence assay and revealed that PROX1 expression was reduced by overexpression of the wild-type CUL4A, CUL4B or DDB1 in Huh7 cells and was increased when the dominant-negative CUL4A or CUL4B was expressed (Fig. 3g). In support of this notion, the results indicated that the half-life of PROX1 was impaired in Huh7 cells ectopically expressing CUL4A or DDB1 (Supplementary Fig. 3h–k), whereas *CUL4B* or *DDB1* knockdown in HepG2 cells prolonged the protein turnover of PROX1 (Fig. 3h–k). In further support of this observation, we demonstrated that individual knockdown of CUL4A, CUL4B or DDB1 could reduce the ubiquitination of PROX1 (Supplementary Fig. 3l). Furthermore, we found that the ubiquitination of PROX1 was increased by glucose starvation (Supplementary Fig. 3m). Next, we determined whether Ser79 phosphorylation links PROX1 to its ubiquitination and degradation through the CUL4-DDB1 E3 ligase. The steady-state level of PROX1 was enhanced in PROX1-S79A compared to the wild-type PROX1. In contrast, the PROX1-S79E mutation, which mimics the phosphorylated form of PROX1, facilitated its protein degradation (Fig. 3l, m). In further support of this observation, we demonstrated that the ubiquitination of PROX1-S79A was reduced by glucose starvation compared with wild-type PROX1 or the PROX1-S79E mutation (Fig. 3n). In addition, ectopic expression of CUL4A, CUL4B or DDB1 reduced the levels of abundance of PROX1-WT and PROX1-S79E, but not PROX1-S79A (Fig. 3o). To provide clinical relevance, we performed IHC staining to examine their expression patterns and correlation using a tissue microarray containing samples from 90 HCC individuals. A strong negative correlation between PROX1 and CUL4A, CUL4B or DDB1 levels was observed (Pearson *r* = **−**0.52, *r* = **−**0.622 and *r* = **−**0.508, *p* < 0.01) (Fig. 3p, q). Taken together, these results suggest that AMPK**-**mediated PROX1 Ser79 phosphorylation promotes its protein degradation by recruiting a CUL4-DDB1 E3 ligase complex.

### PROX1 couples epigenetic cues to suppress BCAA degradation

To understand the physiological consequences of AMPK-mediated PROX1 phosphorylation and degradation, we comparatively analysed the RNA-sequencing (RNA-seq) data of liver sections from wild-type (*Prox1*^f/f^) and Prox1 liver specific knockout (Alb-Cre; *Prox1*^f/f^) mice. These data were then cross-referenced to ChIP-seq data of *Prox1* in mouse livers^36^ to identify the potential signalling pathways. 

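Poly(A)-selected mRNA from the livers of 3 wild-type (WT) mice and 3 Prox1-cKO mice was sequenced on an Illumina NovaSeq 6000 from randomly primed cDNA. In Prox1-cKO mice, Cre recombinase under the albumin promoter, which is active in hepatocytes, removes floxed Prox1. The paper describes n as biological replicates, and the p-values measure the spread between these 6 samples. The submitters' processing notes name HISAT2 2.1.0, HTSeq and DESeq, together with the build GRCh38, which is a human assembly. The paper states for its mice in general that they were fed a chow diet and water ad libitum on a 12-h light cycle. The strand, the annotation release, the filters, and the age, any treatment and the hour of sampling of these mice are not given in the sources used here. The paper also describes liver cancer models induced with DEN in male mice of both genotypes. Its text does not say whether any of these livers come from them. The deposited read counts per gene were used without change. WT libraries held 18066205 to 19921674 reads in genes and Prox1-cKO libraries 19036950 to 20537091. At least 1 read was found for 22055 to 23252 genes in WT and for 20540 to 20864 genes in Prox1-cKO. The 10 most abundant genes took 15.7% to 19.0% of the reads in WT and 17.5% to 19.8% in Prox1-cKO. Counts were scaled by TMM, with factors of 1.09 to 1.20 in WT and 0.842 to 0.893 in Prox1-cKO, and levels are given as TMM-normalized CPM, the reads of a gene scaled to the same library total. Relative to this scale, library totals alone shifted the log2 fold changes by a median of −0.41. The groups were compared by edgeR's quasi-likelihood test, with p-values adjusted by the method of Benjamini and Hochberg over the 14843 of 29667 genes that passed edgeR's filterByExpr. An exact permutation test of 3 samples against 3 cannot give a p below 0.1, whereas edgeR shares the spread across genes. On simulated counts of this design, 245 genes with a mean of at least 50 reads were changed, and 14563 genes were tested. There, edgeR's test recovered 1.49% of genes changed 1.5-fold, 50.8% of genes changed 2-fold and 95.5% of genes changed 4-fold. With so few genes changed, the adjusted threshold is stricter than in the real data, so these shares may be too low for them. Across genes, the correlation of log CPM was 0.965 to 0.983 between WT libraries, 0.979 to 0.987 between Prox1-cKO libraries and 0.893 to 0.921 between genotypes. The first principal component held 75.9% of the variance and separated the genotypes, and WT replicate 3 lay apart from the other libraries along the second, which held 9.87%.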

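Prox1 mRNA, which encodes the homeobox transcription factor deleted here, was 558, 729 and 837 CPM in the WT livers and 212, 179 and 172 CPM in the Prox1-cKO livers. The means were 708 ± 141 in WT and 188 ± 20.9 in Prox1-cKO (SD, n = 3 each), a log2 fold change of −1.91 (standard error 0.20, adjusted p = 6.05e-04 from edgeR's quasi-likelihood test). The gene (ENSMUSG00000010175) lies on chromosome 1 of the mouse build GRCm38 (annotation GENCODE M21), from 190118035 to 190170714. Its exons share 133 bp with the antisense gene Prox1os. The paper's text does not name the deleted exons, and reads of exons outside the deleted part may count towards these values. The source of the reads that remained in Prox1-cKO was not tested.
Among the genes with the largest rises were Cyp4a14 and Cyp4a10, which hydroxylate fatty acids at their end carbon, with log2 fold changes of 8.35 (standard error 0.76) and 4.13 (standard error 0.33). Cyp4a14 was 31.8 ± 22.7 CPM in WT and 10403 ± 4479 in Prox1-cKO (SD, n = 3). Oat, which turns ornithine into glutamate semialdehyde, rose from 61.7 ± 12.2 to 2332 ± 359 CPM (log2 fold change 5.24). The acyl-CoA thioesterases Acot1 and Acot3, close paralogs that may share reads, had log2 fold changes of 4.81 and 4.46. Tox, Nlrp12, Acnat2 and Mfsd2a rose by 4.53, 4.29, 4.22 and 4.10 on the log2 scale. Cyp2b10, a cytochrome P450 induced by xenobiotics, had a log2 fold change of 4.48 (standard error 1.26), which was 1.78 without Prox1-cKO replicate 1, and its call was lost without WT replicate 1, 2 or 3 (adjusted p = 0.0699, 0.0811 and 0.0572 from edgeR) and in the 3 settings of limma on CPM (0.125, 0.0685 and 0.182), while DESeq2 gave it no adjusted p. Other rises whose fold moved by over 1.5 times without 1 library were, as log2 fold changes left, Acot1 (3.72) and Acot3 (3.43) without Prox1-cKO replicate 3, Acot3 (5.14) and Cyp4a14 (9.08) without WT replicate 2, Nlrp12 (5.06) without WT replicate 3 and Acnat2 (5.29) without WT replicate 1, and with limma on CPM plus 1, which lowers the folds of genes with few reads, Acot1 (3.81), Acot3 (2.96) and Tox (2.69).
Nrk, a kinase gene, was 142 ± 67.8 CPM in WT and had 1 read in the 3 Prox1-cKO libraries together, a ratio of 7459 (95% interval 1338 to 294700, which covers counting error only). Slc51a, a subunit of the bile acid and steroid exporter, and Slc7a9, a subunit of a cystine transporter, also had 1 read each in Prox1-cKO, with ratios of 2046 (366.8 to 80820) and 1504 (269.6 to 59430). No read in Prox1-cKO was found for the peptide transporter Slc15a1, which was at least 90.5-fold lower against a floor of 3 reads per library. On the same floor, Rnf138rt1 was at least 70.2-fold lower, the organic anion transporter Slco4c1 64.05-fold, Pgc 58.1-fold (21.6-fold without WT replicate 3), the aminopeptidase Xpnpep2 47.2-fold and the organic anion transporter Slc22a6 41.8-fold. Serpina5, which encodes a serine protease inhibitor, fell from 140 ± 31.4 to 0.139 ± 0.0918 CPM, with a log2 fold change of −9.93, or −10.53 without Prox1-cKO replicate 3 and −7.15 with limma on CPM plus 1. Exons of Acot3, Tox, Nlrp12, Acnat2 and Slc51a overlap those of other genes, and the strand of the reads is not known.
Markers of other liver cells moved as well. Of 32 genes of dividing cells, 27 fell and none rose (28 adjusted over the list alone), such as Ccnd1, which drives entry into S phase, from 55.4 ± 8.74 to 5.72 ± 0.460 CPM. Of 24 stellate cell and fibroblast genes, 16 fell and none rose (16 lower and 2 higher adjusted over the list alone), among them the collagen genes Col1a1 and Col3a1, which fell by 3.37 and 3.26 on the log2 scale. Of 17 bile duct genes, 12 fell (13 adjusted over the list alone), with Spp1 falling by 2.11, and of 20 macrophage genes, 16 fell and 1 rose (18 and 1 adjusted over the list alone), with Trem2 falling by 3.37 (log2 fold change −2.096 with limma on CPM plus 1). Of 19 genes of the sinusoidal endothelium, 3 fell and none rose (1 adjusted over the list alone), or 10 fell with library totals alone, and Cdh5, the endothelial cadherin, fell by 0.75. Of 24 hepatocyte genes, 12 rose and 2 fell (14 and 2 adjusted over the list alone), or 5 and 4 with library totals alone, and Rbp4, the plasma carrier of retinol, rose by 1.76. With camera, adjusted p was 4.48e-13 for dividing cells, 9.99e-08 for stellate cells, 2.30e-04 for bile duct, 6.75e-05 for macrophages, 7.90e-04 for hepatocytes and 0.586 for endothelium. With an estimated correlation between genes, the adjusted p of these lists was 0.462 to 0.864.
In all, 2087 genes were higher and 2999 lower in Prox1-cKO livers at an adjusted p under 0.05, and the 2 genotypes did not overlap in 7405 genes (49.9%, against 10% by chance). With library totals alone, 725 genes were higher and 6060 lower, and with an offset for gene length and GC content, added after the data were seen, 3398 were higher and 2605 lower. This offset also shifted the log2 fold changes by a median of 0.12. Without Prox1-cKO replicate 2, 1201 were higher and 1999 lower, and the higher count was 1260 without WT replicate 1 and 1301 without WT replicate 2.

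**Figure D1:**
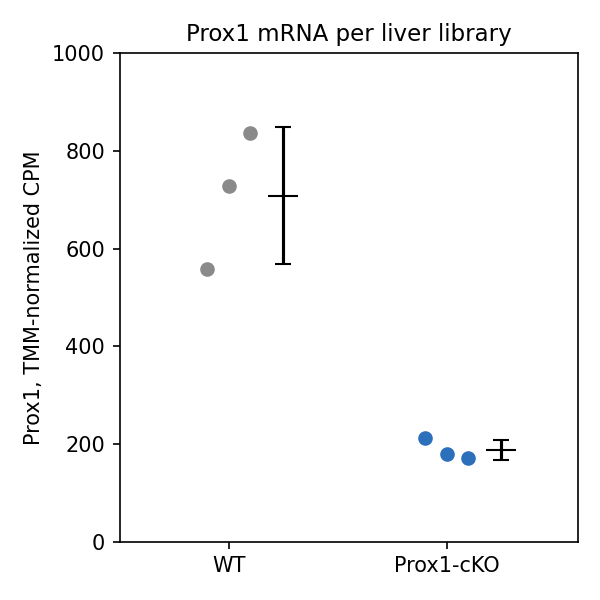
Prox1 mRNA in each liver library, in TMM-normalized CPM, with the mean and SD of each genotype beside the points (n = 3). The WT libraries lie between 558 and 837 and the Prox1-cKO libraries between 172 and 212.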

In total, 328 genes were identified to be commonly modulated. 

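In Prox1-cKO livers, more genes of amino acid breakdown and of peroxisomes rose than fell, and more genes of glutathione metabolism fell than rose. With an estimated correlation between genes, none of these lists passed (adjusted p = 0.462, 0.462 and 0.512). Of 46 genes of amino acid catabolism and the urea cycle, 30 rose and none fell (30 adjusted over the list alone). Prodh2, which oxidizes hydroxyproline, was 62.1 ± 9.55 CPM in WT and 282 ± 32.0 in Prox1-cKO (SD, n = 3). The urea cycle enzymes Asl and Arg1 rose by 2.19 and 2.15 on the log2 scale (standard errors 0.21 and 0.21). Of 74 peroxisome genes, 40 rose and 8 fell (45 and 9 adjusted over the list alone). Agxt, which detoxifies glyoxylate, rose by 2.02, while Acsl4, an acyl-CoA synthetase that acts on arachidonic acid, fell by 1.35.
Of 25 genes of unsaturated fatty acid synthesis, 16 rose and 5 fell (16 and 5 adjusted over the list alone), and Elovl2, which elongates polyunsaturated fatty acids, rose by 2.56. Of 37 genes of amino acid synthesis, 18 rose and 5 fell (19 and 6 adjusted over the list alone). Mat1a, which makes S-adenosylmethionine in hepatocytes, rose from 1793 ± 89.7 to 11751 ± 1637 CPM, while Aldh18a1, which starts proline synthesis, fell from 15.3 ± 6.21 to 1.30 ± 0.414. This list also holds Asl and Arg1, of which Arg1 breaks arginine down. Of 45 genes of cysteine and methionine metabolism, 17 rose and 8 fell (19 and 10 adjusted over the list alone), but 10 rose and 14 fell with library totals alone. Ahcy, which hydrolyses S-adenosylhomocysteine, rose by 2.54, and its relative Ahcyl2 fell by 2.92. Of 31 genes of propanoate metabolism, 14 rose and 6 fell (17 and 6 adjusted over the list alone), against 5 and 8 with library totals alone, and Ldha, which makes lactate from pyruvate, rose by 1.54.
Of 53 genes of glutathione metabolism, 21 fell and 10 rose (24 and 11 adjusted over the list alone). Ggt1, which cleaves glutathione outside the cell, fell from 54.4 ± 6.42 to 0.0780 ± 0.0680 CPM, with 4 reads in Prox1-cKO, and the peroxidase Gpx3 fell by 5.76. Of 81 genes of glucagon signalling, 17 rose and 19 fell (19 and 21 adjusted over the list alone), against 13 and 39 with library totals alone. Plcb1, a phospholipase C, rose by 1.40, and the calmodulin gene Calm3 fell from 124 ± 13.5 to 41.0 ± 2.61 CPM. In the same livers, Gpc3, a glypican of fetal liver and liver tumours, fell from 40.9 ± 16.7 to 0.337 ± 0.111 CPM.
Tested with camera, the adjusted p was 2.90e-14 for amino acid catabolism, 2.70e-06 for peroxisomes, 7.56e-05 for amino acid synthesis, 1.22e-03 for unsaturated fatty acids, 6.00e-03 for glutathione, 0.0292 for cysteine and methionine, 0.121 for propanoate and 0.918 for glucagon. With an estimated correlation, the adjusted p was also 0.462 for amino acid synthesis and for cysteine and methionine, and 0.518 for unsaturated fatty acids. The call of cysteine and methionine was lost without WT replicate 1 (adjusted p = 0.0527) and without WT replicate 3 (adjusted p = 0.0748), and propanoate passed without WT replicate 3 (adjusted p = 0.0490) and without Prox1-cKO replicate 1 (adjusted p = 0.0494).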

Intriguingly, KEGG pathway enrichment analysis revealed that valine, leucine and isoleucine degradation pathways (BCAA metabolism) were significantly enriched (Fig. 4a). 

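Most of the genes of valine, leucine and isoleucine degradation that changed in Prox1-cKO livers were higher than in WT. Hsd17b10, a mitochondrial dehydrogenase of isoleucine breakdown, was 66.6 ± 0.589 CPM in WT and 451 ± 45.8 in Prox1-cKO (SD, n = 3 each), a log2 fold change of 2.76 (standard error 0.15, adjusted p = 3.76e-05 from edgeR's quasi-likelihood test). It lies on chromosome X from 152001845 to 152004442. Acadm, the medium-chain acyl-CoA dehydrogenase on chromosome 3 from 153922357 to 153944632, rose from 239 ± 12.9 to 829 ± 135 CPM. Acat1, a mitochondrial thiolase, rose by 1.66 on the log2 scale and Hadhb, a subunit of the trifunctional protein of fatty acid oxidation, by 1.44 (standard errors 0.22 and 0.19).
Of the 53 genes of the pathway, 46 could be tested, of which 23 rose and 4 fell (29 and 6 adjusted over the list alone). The genes that fell were Hmgcs1 and Acat2, cytosolic enzymes of the cholesterol pathway, by 1.73 and 1.30, and Oxct1 and Aacs, which use ketone bodies, by 1.71 and 1.99. Oxct1 and Aacs were singled out after their values were seen.
Of 17 steps that are not shared with fatty acid oxidation or ketone synthesis, 8 rose and none fell (11 adjusted over the list alone), but 2 rose and 2 fell with library totals alone. Bcat2, the mitochondrial BCAA aminotransferase on chromosome 7 from 45570153 to 45589711, was 19.9 ± 4.58 CPM in WT and 40.2 ± 4.92 in Prox1-cKO, a log2 fold change of 1.01 (standard error 0.18, adjusted p = 5.01e-03). Its exons, like those of Aldh6a1, Bckdha, Hmgcs1 and Slc43a2, overlap those of a gene on the other strand. Acad8, Mccc2 and Aldh6a1, which act in valine, leucine and valine breakdown, had log2 fold changes of 0.70, 0.76 and 0.82, and the calls of Acad8 and Aldh6a1 were lost with library totals alone (adjusted p = 0.0701 and 0.0636), as was that of Bcat2 with limma on CPM and no filter (0.0624). The subunits of the branched-chain ketoacid dehydrogenase did not pass, at 0.71 for Bckdha (adjusted p = 0.0542), 0.15 for Bckdhb (adjusted p = 0.363, or −0.26 on the log2 scale with library totals alone) and 0.58 for Dbt (adjusted p = 0.0737), though Bckdha passed without WT replicate 3 (adjusted p = 1.30e-03), with the replicate number as a block (0.0454), with no filter (0.0153), with DESeq2 (0.0301) and with the length and GC offset added after the data were seen (0.0319), and Dbt passed without Prox1-cKO replicate 3 (0.0181) and in the last 3 of these settings (0.0403, 0.0428 and 0.0357). Mccc1, the partner subunit of Mccc2, and Hibch and Hibadh of valine breakdown did not pass either. Their log2 fold changes were −0.23, 0.03 and 0.02 (adjusted p = 0.317, 0.899 and 0.936 from edgeR). Bcat1, the cytosolic aminotransferase, had 2 reads in the 6 libraries and was not tested.
Of 12 genes of the transport and control of BCAAs and related amino acids, 2 rose and 5 fell (2 and 5 adjusted over the list alone). The amino acid transporter genes Slc7a8, Slc43a2 and Slc3a2 fell by 2.11, 1.73 and 1.04, as did Slc7a5. Ppm1k, the phosphatase that activates the ketoacid dehydrogenase, rose by 2.19 and the transporter gene Slc43a1 by 1.21, and both were singled out after their values were seen. Ttr, the hepatocyte gene of transthyretin, rose by 1.32 in the same livers.
The number of pathway genes that rose was 14 without WT replicate 1, 14 without WT replicate 2, and 14, with 9 that fell, with library totals alone.

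**Figure D2:**
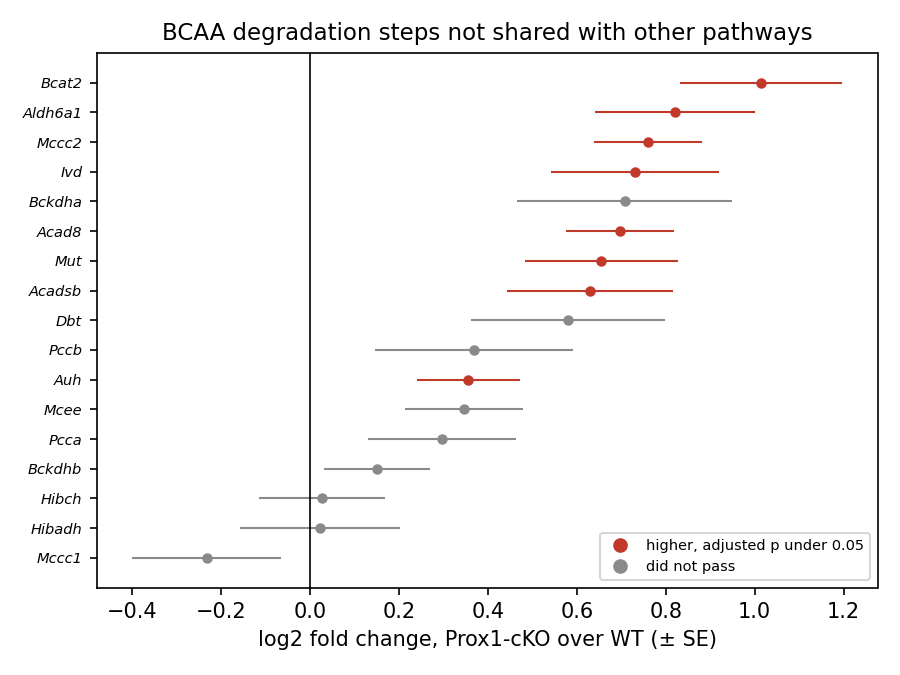
Log2 fold change in Prox1-cKO over WT livers, with its standard error, of each tested gene of the BCAA degradation steps that are not shared with fatty acid oxidation or ketone synthesis. The 8 red points rose and the grey points did not pass at an adjusted p under 0.05, while 2 genes rose and 2 fell with library totals alone.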

Most key genes involved in this pathway were upregulated in the Prox1 liver-specific knockout (Prox1-cKO) group and PROX1-knockdown Huh7 cells (Fig. 4b and Supplementary Fig. 4a). Moreover, GSEA also identified BCAA metabolism enrichment in the Prox1-cKO mice (Fig. 4c) and PROX1-depleted Huh7 cells (Supplementary Fig. 4b). In addition, we comparatively analysed the RNA-seq data from the lung tumour tissues from *Kras*^*G12D*^ (K) and *Kras*^*G12D*^*; Lkb1*^*flox/flox*^ (KL) mouse models^37^ and found a similar result. That is, BCAA metabolism was enriched in K tumours in contrast to KL tumours that exhibited high PROX1 levels (Fig. 4d), suggesting PROX1 deficiency promoted BCAA degradation.

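As a group, the genes of BCAA degradation had a median log2 fold change of 0.63 in Prox1-cKO over WT livers, and the steps not shared with other pathways had one of 0.58. The list of hepatocyte genes had a median of 0.56, so a rise of this size was not particular to BCAA degradation. Of 34 genes of fatty acid oxidation, 28 rose and 1 fell (30 and 2 adjusted over the list alone), with a median of 1.19. Cpt1a, which brings fatty acids into mitochondria, was 404 ± 70.3 CPM in WT and 1236 ± 198 in Prox1-cKO (SD, n = 3), and Ech1, an isomerase of fatty acid oxidation, rose by 2.04 on the log2 scale. Of 34 target genes of PPARA, the nuclear receptor that responds to fatty acids, 25 rose and none fell (26 higher and 1 lower adjusted over the list alone). Plin5, which coats lipid droplets, rose from 29.5 ± 5.42 to 226 ± 90.7 CPM. All 19 genes shown in Fig. 4b had positive log2 fold changes, and 17 of them passed (19 adjusted over the list alone), or 12 with library totals alone. Of the 29 genes of the real-time PCR panel, 18 rose and none fell (22 adjusted over the list alone). The study chose both of these lists. The heatmap is among its RNA-seq results for WT and Prox1-cKO livers (n = 3), so the direction of its genes here is not independent evidence. If the panel was also chosen on these samples, which the text does not say, its counts are not independent evidence of a direction either.
Tested with camera against all other genes, BCAA degradation was higher in Prox1-cKO (adjusted p = 8.70e-06), and so were its unshared steps (adjusted p = 2.18e-03), fatty acid oxidation (adjusted p = 4.99e-11), PPARA targets (adjusted p = 2.30e-12) and the real-time PCR panel (adjusted p = 2.88e-08). With an estimated correlation between genes, the adjusted p was 0.462 for BCAA degradation and the panel, 0.468 for fatty acid oxidation and 0.512 for the unshared steps and PPARA targets. Across all 54 lists, 34 passed with camera's preset correlation of 0.01 and 0 with an estimated correlation (2 at an unadjusted p under 0.05), against 31 with fry and 33 with preranked GSEA. For BCAA degradation, fry gave an adjusted p of 0.0153 and preranked GSEA a normalized enrichment score of 2.35 (adjusted p = 2.17e-06). Without members that are also in the lists of fatty acid oxidation or PPARA targets, 13 of 35 genes rose and 4 fell, with a median of 0.45 (adjusted p = 3.58e-03). Without the genes of the real-time PCR panel, 5 of 17 rose and 4 fell, and the list did not pass (adjusted p = 0.552).
From this enrichment in the livers and those it finds in PROX1-depleted Huh7 cells and in lung tumours with less PROX1, the paper proposes that loss of PROX1 promotes the degradation of BCAAs.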

**Fig. 4:**
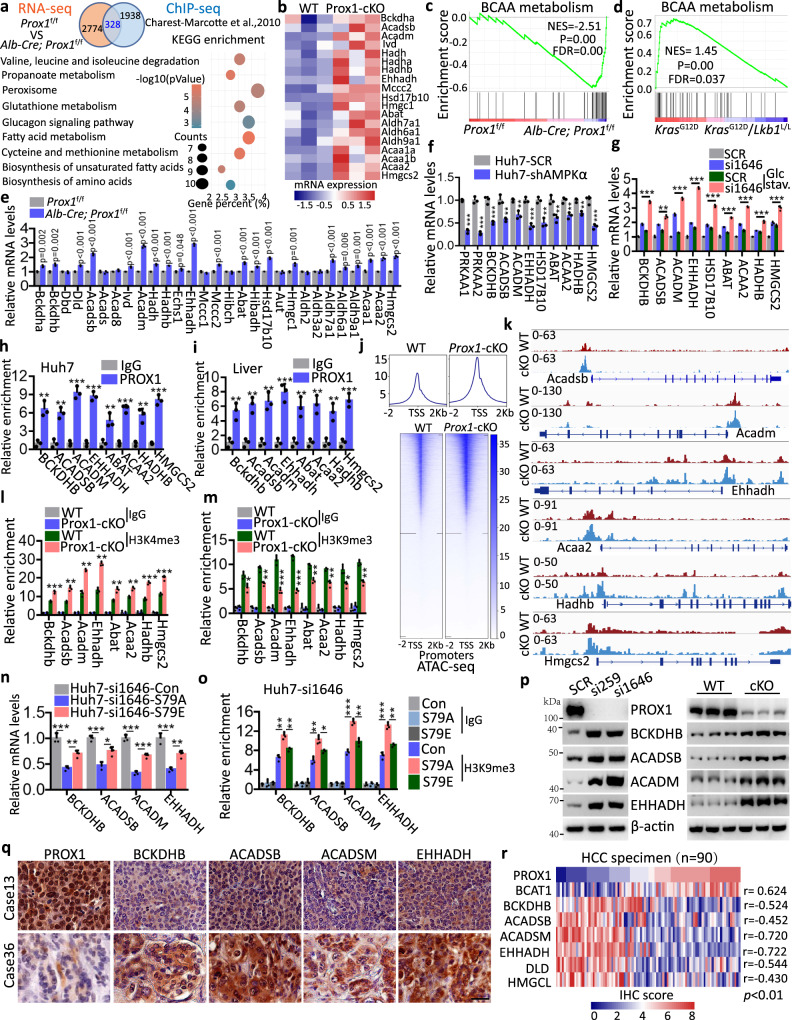
PROX1 inhibits BCAA metabolism via mediating an epigenetic modification. **a** Venn diagram showing the number genes in the mouse liver with PROX1 binding and displaying expression changes in Prox1 liver specific knockout mice (Alb-Cre; *Prox1*^f/f^). KEGG pathway enrichment analysis the above overlapping genes as indicated. **b** Heatmap demonstration of the gene expression related to valine, leucine and isoleucine degradation (BCAA metabolism) from WT and Prox1-cKO mice (*n* = 3). **c** GSEA shows the enrichment of BCAA metabolism in Alb-Cre; *Prox1*^f/f^ mice. **d** GSEA shows the enrichment of BCAA metabolism in *Kras*^G12D^ mice compared with the *Kras*^G12D^/*Lkb1*^L/L^ mice. Statistical significance was assessed using Permutation test. **e** Real-time PCR analysis the relative mRNA levels of BCAA metabolism genes from *Prox1*^f/f^ and Alb-Cre; *Prox1*^f/f^ mice (*n* = 3). **f** Real-time PCR analysis the relative mRNA levels from Huh7 cells as indicated (*n* = 3). **g** Real-time PCR analysis the relative mRNA levels of Huh7 cells as indicated (*n* = 3). **h**, **i** ChIP-qrtPCR was performed with sonicated chromatins immunoprecipitated from Huh7 cells (**h**) and mouse liver tissue (**i**) by anti-PROX1 antibody or preimmune IgG (*n* = 3). **j** Heatmap of the gene peaks by ATAC-seq from WT and Prox1-cKO mouse liver tissues. **k** Density maps for ATAC-seq in liver tissues from WT and Prox1-cKO mice. **l**, **m** ChIP analysis of H3K4me3 (**l**) and H3K9me3 (**m**) enrichment in mouse liver tissues as indicated (*n* = 3). **n** Real-time PCR analysis the relative mRNA levels as indicated (*n* = 3). **o** ChIP analysis of H3K9me3 enrichment at the BCAA embolism genes promoter as indicated (*n* = 3). **p** Immunoblot analysis cell lysates from Huh7 cells and liver tissues from WT and Alb-Cre; *Prox1*^f/f^ (cKO) mice as indicated (*n* = 3). **q**, **r** Representative IHC staining images (**q**) and the heatmap of IHC score (by Pearson’s) (**r**) between PROX1 and several proteins as indicated in HCC tissues (*n* = 90). Scale bar, 50 µm. The immunoblots are repeated independently with similar results at three times. *n* was biological replicates for all experiments. For **e–i** and **l–o**, data represent the mean ± SD and *P < 0.05, **P < 0.01, ***P < 0.001. Statistical significance was assessed using two-tailed unpaired Student’s *t*-test. Source data are provided as a Source Data file.

We then verified the RNA-seq results using real-time PCR. The genetic loss of Prox1 in mice or PROX1 ablation in Huh7 and HepG2 cells indeed increased the expression of most genes implicated in BCAA metabolism (Fig. 4e and Supplementary Fig. 4c, 4d). Moreover, the expression of certain key genes involved in BCAA metabolism (BCKDHB, ACADSB, ACADM, EHHADH, HSD17B10, ABAT, ACAA2, HADHB and HMGCS2) was decreased in AMPKα knockdown Huh7 cells (Fig. 4f). Importantly, PROX1 deficiency-mediated gene transcription of the above BCAA metabolism-related factors in Huh7 cells was enhanced by glucose starvation or in mice following fasting (Fig. 4g and Supplementary Fig. 4e). In agreement with this finding, ChIP assays using a PROX1 antibody revealed the recruitment of PROX1 at the promoter regions of selected genes implicated in BCAA metabolism in in vitro and in vivo models (Fig. 4h, i and Supplementary Fig. 4f). To clarify how BCAA metabolism-related gene transcription programmes were activated, we evaluated chromatin accessibility using ATAC-seq (Assay for Transposase-Accessible Chromatin with high throughput sequencing) in Prox1-deficient mice. ATAC-seq revealed increases in the accessibility of proximal regulatory elements in mice following PROX1 loss relative to the control group. Moreover, KEGG pathway enrichment analysis revealed that the valine, leucine and isoleucine degradation pathway (BCAA metabolism) was enriched and that the accessibility of proximal regulatory elements in numerous genes involved in BCAA metabolism was increased in the Prox1-deficient group (Fig. 4j, k and Supplementary Fig. 4g, h). This process is accompanied by alterations in the histone markers H3K4me3, H3K9me3 and H3K27ac at multiple promoters of certain key genes involved in BCAA metabolism (Fig. 4l, m and Supplementary Figs. 4i, j, 5a–c), as evidenced by ChIP-qrtPCR in mice and HCC cell lines, respectively. We next examined the effect of PROX1 Ser79 phosphorylation on BCAA metabolism. To this end, we generated stable Huh7 cells in which endogenous PROX1 was depleted by si1646, while approximate levels of wild-type PROX1 or its S79A/S79E mutants were achieved (Supplementary Fig. 5d). Using real-time PCR and ChIP-qrtPCR assays, we found that phosphor-deficient PROX1-S79A could reduce the expression of certain key genes involved in BCAA metabolism (BCKDHB, ACADSB, ACADM and EHHADH) and increased the recruitment of H3K9me3 and PROX1 at the promoter regions of these genes compared with the phosphor-mimetic S79E mutant (Fig. 4n, o and Supplementary Fig. 5e). Collectively, these results demonstrate that PROX1 reduces BCAA degradation partially through epigenetic modifications.

We further confirmed these results in HCC cells and liver sections using western blot analysis. Consistently, the protein levels of these genes were elevated when PROX1 was depleted in Huh7 and HepG2 cells, or in mouse livers (Fig. 4p and Supplementary Fig. 5f). To further confirm their relevance in HCC tissues, we performed IHC staining to examine their expression patterns. As expected, we found that the levels of PROX1 were negatively correlated with selected genes encoding key enzymes (BCKDHB, ACADSB, ACADM, EHHADH, DLD and HMGCL) of BCAA metabolism and positively correlated with BCAT1 expression (Figs. 4q, r and Supplementary Fig. 5g). Furthermore, we also examined the relationship between p-AMPK and the above key enzymes of BCAA metabolism in HCC tissues. Consistently, we found that the levels of p-AMPK were positively correlated with the above key enzymes (BCKDHB, ACADSB, ACADM, EHHADH, DLD and HMGCL) of BCAA metabolism and negatively correlated with BCAT1 expression (Supplementary Fig. 5g and h). Moreover, systematic TCGA database interrogation indicated that high expression of BCAT1 and low expression of several selected key enzymes (BCKDHB, ACADSB, ACADM, EHHADH, DLD, HMGCL and HMGC2) in BCAA metabolism of HCC were associated with unfavourable patient survival (Supplementary Fig. 5i–p). Taken together, these observations indicate that PROX1 inhibits BCAA metabolism in relation to tumour progression and patient survival.

### PROX1 activates mTOR signalling by sustaining intracellular BCAA pools

Given that PROX1 suppresses BCAA metabolism, we then examined whether PROX1 could alter the intracellular BCAA concentrations. First, we performed targeted metabolomic analyses for amino acids and found that BCAAs, including valine, leucine, and isoleucine, were indeed decreased in mouse livers with Prox1 deletion relative to wild-type mice (Fig. 5a). Similarly, Huh7 cells with PROX1 knockdown showed reduced BCAA concentrations compared to control cells (Fig. 5b). The overall lower levels of BCAA upon PROX1 loss in mice and HCC cells support this notion (Fig. 5c and Supplementary Fig. 6a). We next examined the effect of PROX1 Ser79 phosphorylation on BCAA metabolism. We generated stable Huh7 cells in which endogenous PROX1 was depleted by si1646 while approximate levels of wild-type PROX1 or its S79A/S79E mutants were achieved (Supplementary Fig. 5d). Using these cell lines, we found that BCAA reduction by PROX1 depletion could be rescued by restoring the expression of wild-type PROX1 and the S79A mutant but not the phosphomimetic S79E mutant. These findings demonstrate that PROX1 phosphorylation alters its protein activity, which impairs BCAA metabolism (Fig. 5d). We then extended this investigation using isotope labelling and tracing to evaluate metabolic interconversion in Huh7 cells cultured in the presence of [^15^N_1_,^13^C_5_]-Gln and ^13^C_6_-Leu, respectively. On the one hand, [^15^N_1_,^13^C_5_]-Gln tracing suggested that PROX1 ablation impaired the conversion of Gln to Glu (M + 6) and BCAAs (M + 1) catalysed by glutaminase (GLS) and subsequent BCAT1/2, as evidenced by lower fractional labelling (Figs. 5e and f). We further found that the phosphor-deficient PROX1-S79A could enhance the conversion of Gln to BCAAs (M + 1) compared with the phosphor-mimetic S79E mutant upon glucose starvation (Fig. 5g). On the other hand, an increased level of deaminated KIC (M + 6) was observed following PROX1 knockdown in Huh7 cells (Figs. 5h and i), while the generation of other metabolites including αKG, Ace-CoA, Citrate and succinate, was not altered significantly regardless of different labelling (Supplementary Fig. 6b). Consistently, we demonstrated that the phosphor-deficient PROX1-S79A reduced the level of KIC compared to the phosphor-mimetic S79E mutant upon glucose starvation (Fig. 5j). In addition, we further found that the knockdown of PROX1 in Huh7 cells did not alter the expression of GLS, GLS2 or SLC7A5 (Supplementary Fig. 6c). Collectively, these results demonstrate that PROX1 increases BCAA production, a potent nutrient signal that activates mTOR signalling. Therefore, we next determined whether altered BCAAs driven by PROX1 affected mTOR signalling activity. As expected, RNA-seq data showed compromised enrichment of the mTOR signature in the livers of *Alb-Cre*; *Prox1*^f/f^ mice relative to *Prox1*^f/f^ mice (Fig. 5k). Indeed, depletion of PROX1 in HCC cells resulted in impaired phosphorylation of ribosomal S6 kinase (S6K), the well-established substrate of mTOR, and increased the phosphorylation level of AMPK (Fig. 5l). 

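Of 55 target genes of mTORC1, the mTOR complex that promotes anabolic metabolism, 28 fell and 6 rose in Prox1-cKO livers (30 and 6 adjusted over the list alone), with a median log2 fold change of −0.92. Slc7a5, a transporter of leucine and other large neutral amino acids on chromosome 8 from 121881150 to 121907694, was 21.4 ± 1.89 CPM in WT and 2.87 ± 1.15 in Prox1-cKO (SD, n = 3 each), a log2 fold change of −2.90 (standard error 0.29, adjusted p = 5.10e-04 from edgeR's quasi-likelihood test). Pfkp, the platelet form of phosphofructokinase, fell from 133 ± 24.2 to 4.33 ± 0.849 CPM, and its exons overlap those of Pitrm1 on the other strand. Rpia, of the pentose phosphate pathway, fell by 1.72 on the log2 scale, and Acaca, the acetyl-CoA carboxylase of fatty acid synthesis, by 1.67. Genes of the mTOR pathway itself went both ways, with 14 of 106 rising and 14 falling (12 and 14 adjusted over the list alone). Gatsl2, a paralog of the arginine sensor of mTORC1 that is also named Castor2, fell from 19.2 ± 6.94 to 3.13 ± 0.538 CPM, and Grb10, an adaptor that dampens insulin signalling, fell by 1.87. Lpin1, a phosphatidate phosphatase and coactivator, rose from 90.0 ± 18.7 to 439 ± 151 CPM. In the same livers, Cdc20, which dividing cells need to leave mitosis, fell by 4.79 (log2 fold change −3.56 with limma on CPM plus 1).
Tested with camera, the mTORC1 targets were lower (adjusted p = 5.02e-04, or adjusted p = 0.512 with an estimated correlation), fry gave an adjusted p of 0.0353 and preranked GSEA a normalized enrichment score of −1.94. The mTOR pathway did not pass, with a median log2 fold change of 0.05, a mean of −0.0755, a camera test towards higher (adjusted p = 0.577, or adjusted p = 0.808 with an estimated correlation), a fry test towards lower (adjusted p = 0.668) and a normalized enrichment score of −0.561 (adjusted p = 1). This score turned positive with RLE scaling (0.678), without WT replicate 3 (0.904) and without Prox1-cKO replicate 1 or 2 (0.770 and 0.774). Its camera test turned towards lower with library totals alone (adjusted p = 0.785) and for genes with at least 10 counts in every library (adjusted p = 0.919). Without the genes of cholesterol synthesis, fatty acid synthesis and glycolysis, 11 of 22 mTORC1 targets fell and 4 rose, with a median of −0.70, and this shorter list did not pass (adjusted p = 0.0675).

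**Figure D3:**
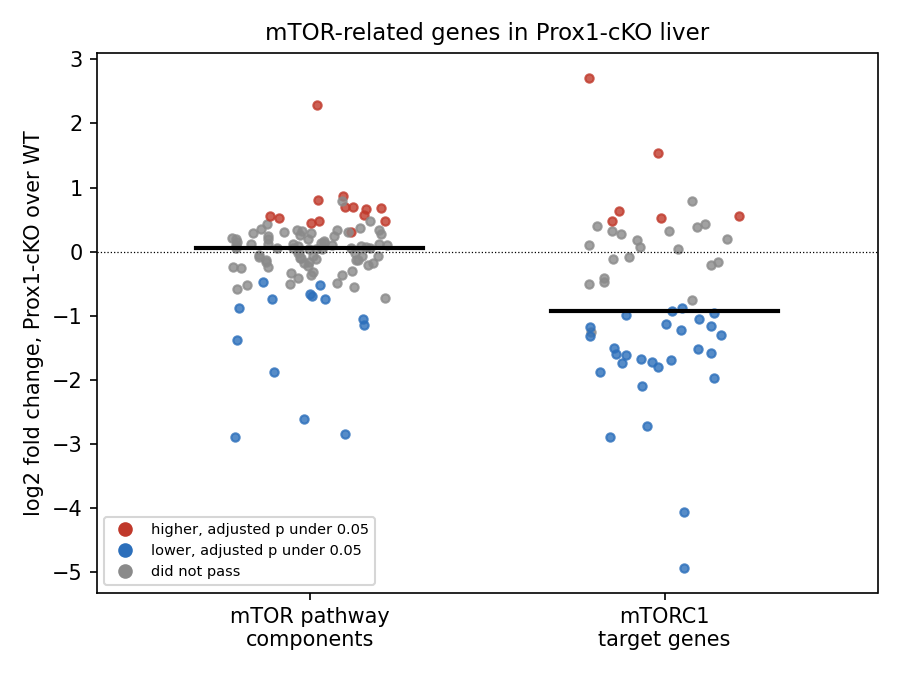
Log2 fold change in Prox1-cKO over WT livers of each tested gene of the mTOR pathway and of the mTORC1 targets, with the median of each list as a black line. Red points rose, blue points fell and grey points did not pass at an adjusted p under 0.05, and the medians are 0.05 and −0.92, or −0.36 and −1.34 with library totals alone.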

To determine whether the observed decrease in mTOR activity was due to perturbed BCAA production, we manipulated BCAA levels in Huh7 cells through an additional treatment with leucine, the core amino acid sensed by mTORC1. Strikingly, leucine supplementation almost abrogated mTOR signalling downregulation upon PROX1 knockdown (Fig. 5m). Additionally, a similar result was found in the *Prox1*^f/f^ and *Alb-Cre*; *Prox1*^f/f^ mice fed a diet with or without high BCAA contents (Fig. 5n), indicating that altered BCAA metabolism by PROX1 is required to activate mTOR activity.

**Fig. 5:**
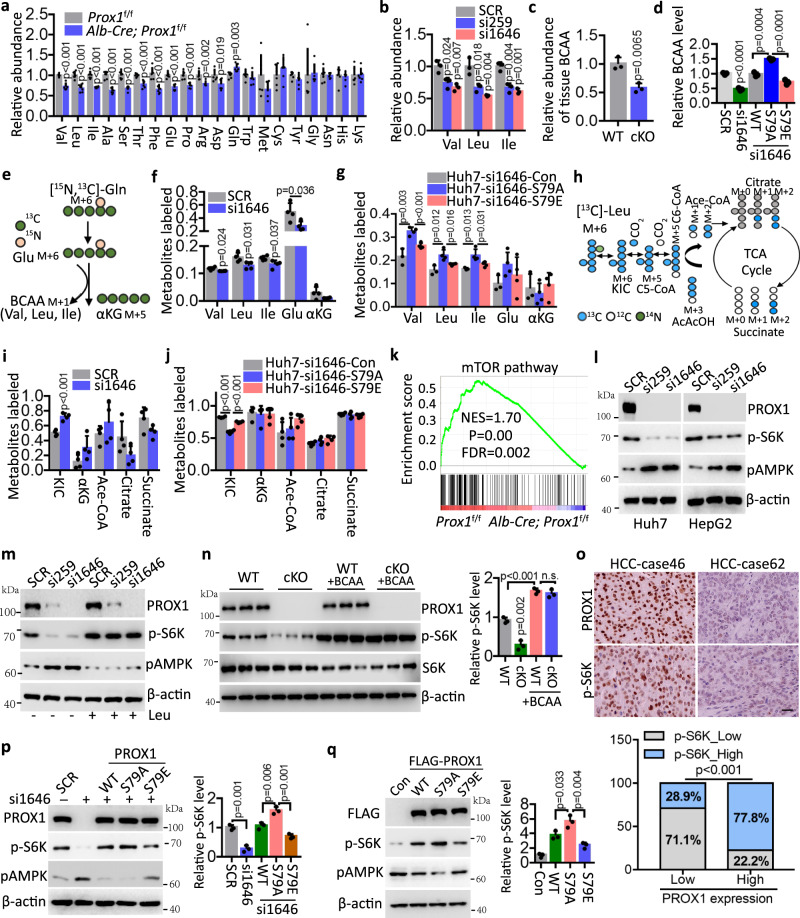
PROX1 activates mTOR pathway via sustaining intracellular BCAA pools. **a** Relative abundance of amino acids by LC/MS in liver tissues of *Prox1*^f/f^ (WT) and Alb-Cre; *Prox1*^f/f^ (Prox1-cKO) mice (*n* = 6). **b** Relative abundance of valine, leucine and isoleucine by LC/MS in Huh7 cells infected with the lentivirus either expressing *PROX1* siRNA (si259 or si1646) precursor or scrambled siRNA precursor (SCR) (*n* = 3). **c** Relative abundance of BCAA in the liver tissues as indicated (*n* = 3). **d** Relative abundance of BCAA in the Huh7 cells as indicated (*n* = 3). **e**, **f** Schematic of isotope tracing in Huh7 cells were traced 24 h with [^15^N, ^13^C]-Gln (**e**), followed by LC/MS analysis of the labelled metabolites (**f**) (*n* = 4). **g** LC/MS analysis of the labelled metabolites in Huh7 cells upon glucose starvation were traced 24 h with [^15^N, ^13^C]-Gln (*n* = 4). **h**, **i** Schematic of isotope tracing in Huh7 cells were traced 24 h with [^13^C]-Leu (**h**), followed by LC/MS analysis of the labelled metabolites (**i**) (*n* = 4). **j** LC/MS analysis of the labelled metabolites in Huh7 cells as indicated upon glucose starvation were traced 24 h with [^13^C]-Leu (*n* = 4). **k** GSEA shows the enrichment of mTOR pathway in the *Prox1*^f/f^ mice. Statistical significance was assessed using Permutation test. **l** Immunoblot analysis of the cell lysates as indicated. **m** Immunoblot analysis of Huh7 cells with or without Leu (200 µM) as indicated. **n** Immunoblot analysis of the lysates from the liver tissues with or without BCAA (200%) as indicated, and the relative p-S6K level are shown (*n* = 3). **o** Representative IHC staining images (upper) and statistical data (down) of p-S6K and PROX1 expression in HCC tissues (*n* = 90). Scale bar, 50 µm. **p** Immunoblot analysis of Huh7 cell lysates as indicated and the relative p-S6K level are shown (*n* = 3). **q** Immunoblot analysis of SMMC-7721 cell lysates as indicated and the relative p-S6K level are shown (*n* = 3). The immunoblots are repeated independently with similar results at three times. n was biological replicates for all experiments. For **a–d, f–g, i–j, n** and **p–q**, data represent the mean ± SD. Statistical significance was assessed using two-tailed unpaired Student’s *t*-test. Source data are provided as a Source Data file.

Next, we examined the expression of PROX1 and p-S6K in HCC tissues (*n* = 90). As expected, the levels of PROX1 and p-S6K in HCC tissues were positively correlated (Fig. 5o). Consistent with the existence of the AMPK-PROX1 axis, our findings indicate that the S79E mutant compromised the PROX1 function for mTOR signalling activation compared with the wild-type PROX1 and S79A mutant. (Fig. 5p and q). Since mTOR is a master regulator of anabolic processes, we then examined whether activated mTOR signalling affects other metabolic pathways, such as glucose metabolism. In line with the observation that the expression pattern of glycolysis was diminished in *Alb-Cre*; *Prox1*^f/f^ mice (Supplementary Fig. 6d), impaired glucose consumption and lactate production were observed in HCC cells with PROX1 deletion (Supplementary Fig. 6e). Furthermore, HCC cells overexpressing PROX1-S79A exhibited increased glucose metabolism compared to PROX1-WT cells. This effect was significantly impaired in HCC cells when PROX1-S79E was ectopically expressed (Supplementary Fig. 6f–6h), demonstrating that PROX1 Ser79 phosphorylation resulted in its altered ability to rewire glucose metabolism.

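More genes of glycolysis were lower than higher in Prox1-cKO livers. Ldhb, a lactate dehydrogenase subunit on chromosome 6 from 142490249 to 142507957, fell from 186 ± 45.2 CPM in WT to 2.09 ± 0.392 in Prox1-cKO (SD, n = 3 each), a log2 fold change of −6.47 (standard error 0.26, adjusted p = 1.71e-05 from edgeR's quasi-likelihood test). Pkm, the pyruvate kinase of growing and non-hepatic cells, fell from 44.9 ± 12.1 to 15.6 ± 0.522 CPM. Its exons overlap those of another gene model on the same strand. Pfkfb1, the liver form of the enzyme that sets the level of fructose 2,6-bisphosphate, rose from 42.3 ± 3.37 to 82.9 ± 6.93 CPM. Of 32 genes of glycolysis, 12 fell and 5 rose (12 and 5 adjusted over the list alone), and Pfkp and Ldha were among them, the former lower and the latter higher. The median log2 fold change of the list was −0.13 and its mean −0.658. In the same livers, the bile duct gene Sox4 fell by 3.31 (log2 fold change −2.13 with limma on CPM plus 1) and the macrophage gene Lyz2 by 1.20.
Tested with camera, the list did not pass (adjusted p = 0.0742, or adjusted p = 0.512 with an estimated correlation), while fry gave an adjusted p of 0.0185 and preranked GSEA a normalized enrichment score of −1.47 (adjusted p = 0.0670). It passed with no filter on low counts (adjusted p = 0.0156), with at least 10 counts in every library (adjusted p = 0.0350), with the replicate number as a block (adjusted p = 0.0410), without WT replicate 2 (adjusted p = 0.0384) and without WT replicate 3 (adjusted p = 0.0176).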

Thus, AMPK-mediated PROX1 phosphorylation dictates BCAA metabolism and mTOR signalling to limit glucose consumption, possibly facilitating tumour cell adaptation to metabolic stresses. To test this hypothesis, we examined cell viability under glucose deprivation by monitoring mTOR signalling activity. As expected, rapamycin, an mTOR inhibitor, considerably reversed Huh7 cell death under glucose-deprived conditions, an effect comparable to that of cells with PROX1 depletion (Supplementary Fig. 6i), and rapamycin had a similar effect in PROX1-depleted Huh7 cells with ectopic expression of PROX1 (Supplementary Fig. 6j). These findings suggest that the inactivation of mTOR by the AMPK-PROX1 axis is critical for tumour cells to establish metabolic adaptation.

### The AMPK-PROX1 axis controls tumourigenesis and therapeutic response

We next explored whether Ser79 phosphorylation affects the function of PROX1 in HCC progression. As expected, HCC cells overexpressing PROX1-S79A, but not PROX1-S79E, promoted HCC cell proliferation compared to the wild-type PROX1 group (Supplementary Fig. 7a–7c). Furthermore, we next tested the in vivo effect of the PROX1-BCAA axis during tumourigenesis and progression and found that the phenotypes of the mice bearing PROX1-deficient Huh7 cells were rescued after treatment with leucine, at least partially. Processes affected by this included the proliferative activity, p-S6K and Ki-67 activity, and overall survival times (Supplementary Fig. 7d–7f). To further confirm these results in the Prox1 liver-specific knockout mice, we used a DEN-induced liver cancer mouse model and observed that the dietary intake of high BCAA promoted liver tumourigenesis in the *Prox1*^f/f^ mice and abolished the tumour incidence caused by *Alb-Cre*; *Prox1*^f/f^ mice, as the tumour number and liver-body ratio did not yield a difference between *Prox1*^f/f^ and *Alb-Cre*; *Prox1*^f/f^ mice following BCAA treatment (Fig. 6a–c). Notably, Prox1 deficiency was correlated with the upregulated expression of key enzymes implicated in BCAA metabolism, including Bckdhb, Dld, Acadsb, Acadm, Ehhadh, Hibadh and Hmgcl (Supplementary Fig. 7g and 7h). These findings reinforce the notion that PROX1 promotes liver tumourigenesis via BCAA metabolism. To link the role of PROX1 to its phosphorylation by AMPK, we next determined whether the S79E mutant of PROX1 also rendered a disadvantage in tumour growth in the DEN-induced liver cancer mouse model. Using adeno-associated virus (AAV) serotype 8-mediated liver-specific expression of S79A/S79E and Cre in *Prox1*^f/f^ mice, we found that the mice harbouring the nonphosphorylated PROX1 mutant (S79A) exhibited more tumour numbers and an increased liver-body ratio compared to the control and S79E mice (Fig. 6d–f). Thus, AMPK phosphorylates PROX1 to impair its function in vivo.

**Fig. 6:**
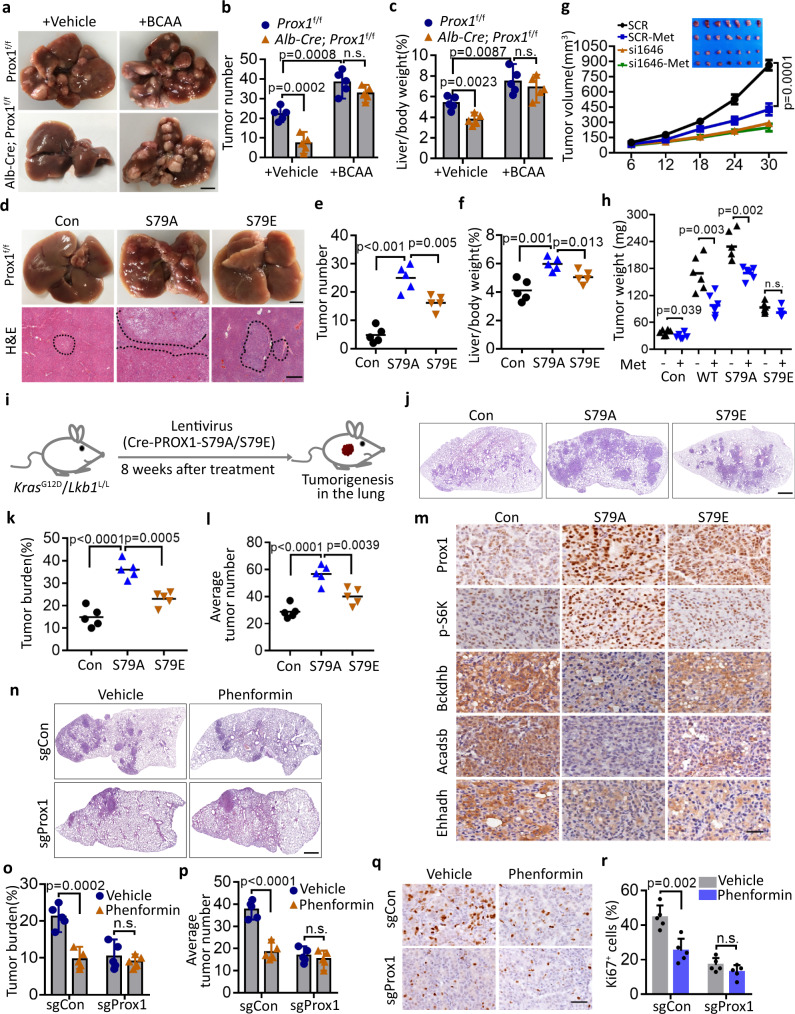
AMPK-PROX1 axis impairs tumourigenesis and dictates therapeutic response. **a–c** Analysis of *Prox1*^f/f^ (WT) and Alb-Cre; *Prox1*^f/f^ (Prox1-cKO) mice with DEN-induced liver cancer with normal or high BCAA (200%) diets. Representative images of livers (**a**) and the number of tumours (**b**), and the Liver/body weight (**c**) of the mice (*n* = 5) as indicated. Scale bar, 1 cm. **d–f** Representative images and H&E staining of livers (**d**) and the number of tumours (**e**), and the Liver/body weight (**f**) of the mice (*n* = 5) as indicated. **g** Huh7 cells stably expressing the indicated siRNAs were subcutaneously injected into in nude mice respectively with or without metformin (500 mg/L) treatment. Shown are average tumour volumes over time (*n* = 7). Data are presented as mean ± SEM. **h** SMCC-7721 cells stably overexpressing the PROX1 variants were subcutaneously injected into nude mice respectively with or without metformin (500 mg/L) treatment as indicated, and the weights of tumours are shown (*n* = 6). **i** Schematic model of lung tumourigenesis from *Kras*^G12D^/*Lkb1*^L/L^ mice treated with a lenti-Cre-PROX1 virus. Eight weeks after nasal inhalation, mice were killed and analysed. **j–k** Representative H&E image (**j**) of lung tumour are shown. Scale bar, 500 µm. The tumour burden (**k**) and average tumour numbers (**l**) were calculated and plotted (*n* = 5 mice for each group). **m** Immunohistochemistry analysis of the levels of Prox1, p-S6K, Bckdhb, Acadsb and Ehhadh in the above tissues as indicated. Scale bar, 50 µm. **n–p** Representative the H&E image (**n**) of lung tumour from *Kras*^G12D^/*Lkb1*^L/L^ mice treated with a lenti-Cre-sgPROX1 and sgSCR virus as indicated with or without phenformin (1.5 g/L) treatment (*n* = 5 mice for each group). Scale bar, 500 µm. Statistical analysis of the tumour burden (**o**) and average tumour numbers (**p**) were shown. **q**, **r** Representative IHC staining images (**q**) and statistical data (**r**) of Ki67 expression in the above tissues (*n* = 5) as indicated. Scale bar, 50 µm. For **b–c, e–f, h, k–l, o–p** and **r**, data represent the mean ± SD. Statistical significance was assessed using two-tailed unpaired Student’s *t*-test. n.s. not significant. Source data are provided as a Source Data file.

Considering the potent role of PROX1 in the modulation of overall anabolism via BCAAs, we determined whether PROX1-driven tumourigenesis establishes metabolic vulnerability that is sensitive to therapeutic drugs, such as metformin. As expected, the loss of PROX1 rendered HCC cells resistant to metformin in vitro and in vivo, and compromised the overall survival times in nude mice (Fig. 6g and Supplementary Fig. 7i–k). In agreement with these findings, IHC staining revealed that metformin treatment upregulated p-AMPK and PROX1 Ser79 phosphorylation levels, and reduced Ki-67 levels in PROX1 expressing tumour tissues. Despite the activation of AMPK in PROX1 knockdown xenografts, Ki-67 activity was not altered. This is possibly due to deficient PROX1 expression and Ser79 phosphorylation (Supplementary Fig. 7l and m). Consistent with this notion, therapeutic resistance was correlated with S79 phosphorylation of PROX1. Metformin also reduced the tumour weight of the PROX1-WT and PROX1-S79A groups. However, no significant difference was found in the PROX1-S79E group (Fig. 6h and Supplementary Fig. 7n), which had an effect comparable to that of PROX1 depletion. These findings suggest that PROX1 blunts the therapeutic response of HCC cells to metformin, which is dependent on AMPK.

Given that LKB1, an upstream kinase of AMPK, is the leading mutated gene in lung adenocarcinoma, we sought to further confirm the above results using the LKB1-deficient KRAS-driven lung cancer model (KL). We first verified whether Ser79 phosphorylation influenced the lung tumourigenesis of PROX1 in KL mice. Of note, the lentivirus-mediated delivery of PROX1-S79A in the lung through nasal inhalation, resulted in a larger tumour number and increased tumour burden relative to the vector control and S79E mice (Fig. 6i–l). In agreement with these findings, IHC staining revealed that the PROX1-S79A group showed a high level of p-S6K and the low expression of key enzymes implicated in BCAA metabolism (Bckdhb, Acadsb and Ehhadh) compared with the vector control and S79E groups (Fig. 6m and Supplementary Fig. 8a). Due to metabolic vulnerability, phenformin has been identified to selectively target LKB1-deficient KRAS-driven lung tumours^16^, in which PROX1 is markedly elevated. We therefore further investigated whether PROX1 rewired the therapeutic response of KL tumour to phenformin. Indeed, KL tumours were sensitive to phenformin administration, and decreases in tumour burden, tumour numbers and the percentage of Ki-67 positive cells were observed. This effect was largely compromised in *Prox1*-deficient KL tumours showing resistance to phenformin therapy (Fig. 6n–r). As expected, the levels of key enzymes implicated in BCAA metabolism were increased, and the level of p-S6K was reduced in KL tumours following Prox1 deletion compared to those derived from KL tumours (Supplementary Fig. 8b, c). The low expression of several enzymes, such as BCKDHB, ACADSB and HMGSC2, was correlated with worse patient survival in lung adenocarcinomas (Supplementary Fig. 8d–f). In summary, there results demonstrate that the AMPK-PROX1 axis controls tumourigenesis and the therapeutic response in HCC and lung cancers.

### The AMPK-PROX1 axis is important for patient outcomes

To determine the importance of AMPK-PROX1 for clinical patient outcomes, we extended our investigation to analyse the expression pattern and associations of the AMPK-PROX1 axis in cancer specimens. We examined the expression of p-AMPK, PROX1 and Ser79 phosphorylation in HCC (*n* = 90) and lung adenocarcinoma (*n* = 90). Based on immunostaining and grading, PROX1 expression was conversely correlated with p-AMPK levels in HCC specimens. High expression of PROX1 predicted unfavourable prognosis, and high expression of p-AMPK predicted a better prognosis in patients with HCC (Supplementary Fig. 9a–d). Strikingly, the phosphorylation levels of AMPK and PROX1 showed a positive correlation in HCC tissues (Fig. 7a, b), and higher Ser79 phosphorylation levels were associated with a better clinical outcome in HCC patients (Fig. 7c). Consistently, p-AMPK and Ser79 phosphorylation were observed to be reduced in cancerous tissues relative to adjacent tissues of HCC patients, and higher Ser79 phosphorylation was correlated with low tumour stage in HCC (Supplementary Fig. 9e–i). HCC patients stratified by the signature of p-AMPK^high^/S79p^high^ predicted the best clinical outcome, while patients with p-AMPK^low^/S79p^low^ showed the shortest survival times (Fig. 7d). Similar results were found in human lung adenocarcinoma (LUAD). A higher p-AMPK level was positively associated with Ser79 phosphorylation and was negatively associated with to PROX1 expression (Figs. 7e, f and Supplementary Fig. 9j, k). Moreover, the overall survival times and disease-free survival appeared to be shorter in lung cancer patients with higher PROX1 and were prolonged in cases of higher Ser79 phosphorylation (Fig. 7g–j). Intriguingly, the expression patterns of p-AMPK^high^/S79p^high^ and p-AMPK^low^/S79p^low^ showed maximum performance in stratifying patients into favourable and unfavourable prognoses, and predicted tumour relapse (Fig. 7k and l). Taken together, these results suggest that the AMPK-PROX1 axis serves as an important molecular switch that modulates BCAA metabolism and mTOR signalling and, dictates overall anabolism and tumourigenesis (Fig. 7m). Thus, our data suggest that Ser79 phosphorylation serves as a biomarker for the prediction of patient prognosis.

**Fig. 7:**
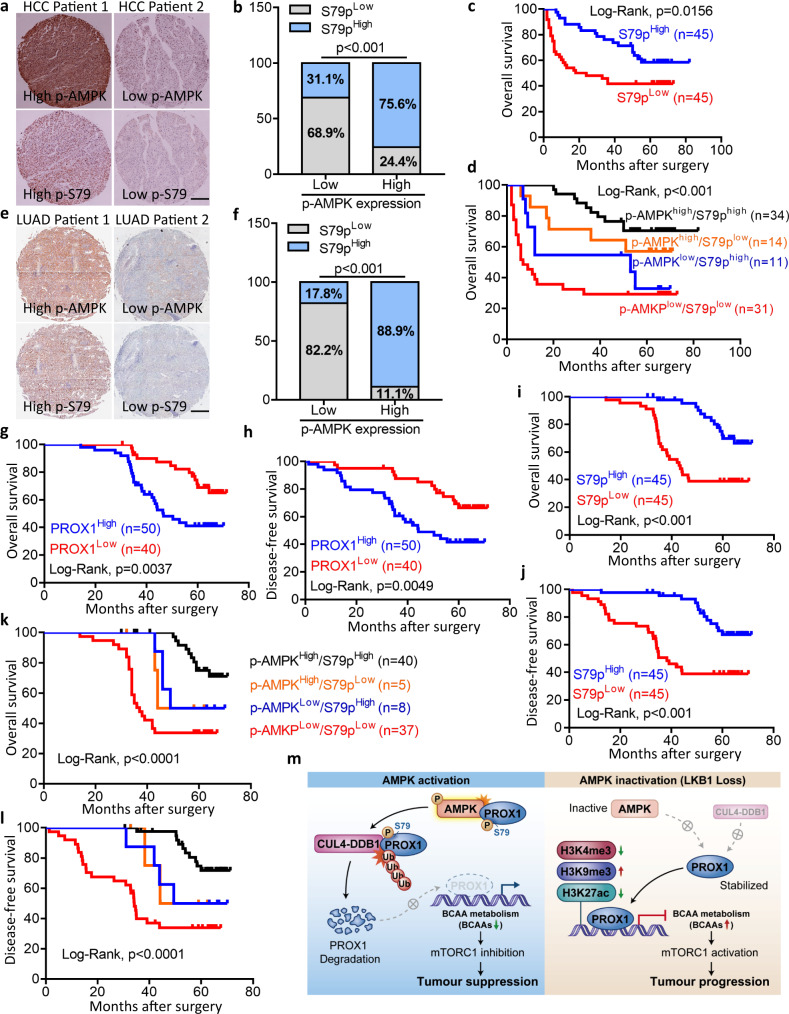
AMPK-PROX1 axis in human cancers is associated with patient prognosis. **a**, **b** Representative IHC staining images (**a**) and statistical data (**b**) of p-S79 and p-AMPK expression in HCC tissues (*n* = 90). Scale bar, 500 µm. **c** Kaplan–Meier analysis of overall survival probability of p-S79 levels in HCC patients. The statistical significance was assessed using log-rank test according to HCC patients with low or high expression of p-S79. **d** Kaplan–Meier analysis of overall survival in the HCC patients (*n* = 90) according to combined expression status of p-S79 and p-AMPK. **e**, **f** Representative IHC staining images (**e**) and statistical data (**f**) of p-S79 and p-AMPK expression in lung adenocarcinoma (LUAD) tissues (*n* = 90). Scale bar, 500 µm. **g**, **h** Kaplan–Meier analysis of overall survival (**g**) and disease-free survival (**h**) probability of PROX1 levels in LUAD patients (*n* = 90). **i**, **j** Kaplan–Meier analysis of overall survival (**i**) and disease-free survival (**j**) probability of p-S79 levels in LUAD patients. **k**, **l** Kaplan–Meier analysis of overall survival (**k**) and disease-free survival (**l**) in NSCLC patients according to combined expression status of p-S79 and p-AMPK. **m** Glucose deprivation activated AMPK directly phosphorylated PROX1 at Ser79, allowing a rapid recruitment of Cul4-DDB1 E3 ubiquitin ligase complex to promote PROX1 degradation, a critical event that activates BCAA metabolism to suppress mTOR signalling pathway. Conversely, the deficient-LKB1-AMPK axis in cancers reactivates PROX1 to dictate BCAA catabolism and mTOR signalling, facilitating tumourigenesis and aggressiveness. For **b** and **f**, statistical significance was assessed using two-sided Chi-square test. Source data are provided as a Source Data file.

## Discussion

Metabolic plasticity has been recognized as an emerging hallmark of human cancers that can establish metabolic adaptations that favour tumour survival in the face of fluctuating stressful conditions, such as energy stresses and therapeutic drugs^1^. Despite the central role of AMPK in metabolic plasticity, the underlying mechanisms by which AMPK orchestrates this process remain largely unknown. In this study, we clearly demonstrated that PROX1 is an important factor for tumour metabolic plasticity based on quantitative proteomics and biochemical and functional analyses. First, PROX1 is reduced in multiple organs and cancer cells in response to metabolic stress or AMPK activation. Second, an increased PROX1 expression pattern specifically occurs in *KRAS-*driven *LKB1*-mutant (KL) lung tumours, but not KRAS alone or *KRAS-*driven *TP53*-mutant (KP) tumours. Consistent with this finding, loss of PROX1 largely rescues cell death in *Ampkα*-deficient MEFs upon glucose starvation. Third, glucose deprivation induces the rapid degradation of PROX1 by AMPK by directly phosphorylating its Ser79. Fourth, PROX1 deficiency or Ser79 phosphorylation renders tumour cells metabolically invulnerable and therapeutically resistant to metformin. Finally, genetic ablation of PROX1 renders LKB1‐deficient KRAS-driven lung cancer resistant to phenformin treatment. Therefore, we identified PROX1 as a critical factor for the LKB1-AMPK axis that mediates tumour metabolic plasticity to direct the therapeutic response to metformin.

Another important finding of the current study the functional link between the LKB1-AMPK axis and BCAA metabolism in governing tumour metabolic plasticity. LKB1 deficiency or mutations contribute to oncogenesis, and this effect mainly depends on its mediation mTOR signalling activation via multiple characterized mechanisms^12–14^. Although it is well known that BCAAs can directly activate mTOR signalling^17^, whether LKB1 deficiency plays a role in BCAA metabolism remains unclear. In this study, by integrated analyses of multiple omics datasets, we found a metabolic signature of impaired BCAA metabolism in *Lkb1*-deficient *Kras*-driven lung tumours relative to *Kras* mutant tumours. The loss of LKB1 results in abrogated AMPK and hyperactivation of mTOR, which is potently activated by BCAAs^17^. Thus, we propose that somatically acquired mutations of LKB1 are a driver of the metabolic shift to reprogramme BCAA metabolism and to sustain TOR activation. This model is strongly supported by findings in the current study that indicate that AMPK depletion represses BCAA-related genes and the clinical relevance of AMPK with BCAA gene expression in specimens of HCC. First, the present experiments reveal the molecular mechanisms by which the LKB1-AMPK axis mediates BCAA metabolism. Prox1 deletion in HCC and lung tumours increases the expression of the key enzymes of BCAA metabolism in part by mediating epigenetic modifications. Second, PROX1 increases the intracellular BCAA concentrations in an AMPK-dependent manner. Third, LKB1-AMPK axis-mediated PROX1 phosphorylation results in BCAA degradation, which suppresses mTOR signalling activity and facilitates tumour cell adaptation to metabolic stresses. Other studies also support our findings, as these studies reported that the inhibition of mTOR signalling facilitates the adaptation of tumour cells to unfavourable conditions^38,39^. Together, these observations underline the context-dependent regulation of metabolic drivers that mediate an unexpected role to facilitate tumour survival during metabolic stresses^1,38–42^. Thus, the current work establishes a crucial molecular connection between LKB1 and BCAA metabolism and that the important link is PROX1. PROX1 can be phosphorylated to exert its function on AMPK to switch off mTOR signalling. These findings suggest an alternative mechanism for this process, in addition to the well-documented interaction between the AMPK and mTOR pathways via twin mechanisms involving the direct phosphorylation of mTORC1 binding partners, such TSC2 and Raptor, by AMPK^13,43^. Indeed, AMPK can inactivate mTORC1 independently of directly targeting TSC2 and Raptor^44^. It has been demonstrated that RAGA/B deficiency in GTPase activity largely abrogates mTORC1 inhibition during glucose starvation, but AMPK is still activated^44,45^. Therefore, our work has enhanced the understanding of the molecular switch of AMPK/mTOR, and supports the notion that AMPK both directly and indirectly interacts with the mTOR signalling cascade during nutrient shortage, at least partially.

Consistent with the role of PROX1 in the activation of mTOR signalling via BCAA metabolism, PROX1 indeed alters the expression of numerous genes in the BCAA metabolic pathway. Our findings indicate that PROX1 acts to increase intracellular BCAA levels by inhibiting BCAA catabolism activity but also by increasing BCAA synthesis. The glutamine level increased, the incorporation of labelled glutamine into BCAAs decreased, and increased KIC from labelled leucine upon PROX1 deficiency. Thus, it is reasonable that loss of PROX1 both, increases the expression of genes implicated in BCAA degradation and results in the downregulation of certain genes, such as BCAT1-2, leading to BCAA synthesis suppression. These findings are in line with the bidirectional roles of BCAT1/2 that catalyzes the reversible interconversion of BCAAs^17,20^. We also examined the expression of GLS, GLS2 and SLC7A5 and ruled out the possibility of changes in glutamine uptake in Huh7 cells with PROX1 depletion. Indeed, the levels of these genes were not significantly altered, further supporting the dual role of PROX1 in BCAA metabolism. It is well documented that transcriptional activation is often associated with reduced trimethylation of H3K9 and the increased trimethylation of H3K4 and acetylation of H3^46–50^. Despite being encouraged by the altered enrichment of promoters of BCAA metabolic genes by H3K9me3, H3K4me3, and H3K27ac, we have not determined which epigenetic writer (s) or eraser (s) are potentially involved in selectively altering BCAA metabolic gene expression in the context of PROX1 or AMPK. It has been previously reported that PROX1 is implicated in the nucleosome remodelling and deacetylase (NuRD) complex, which consists of numerous different protein subunits, including HDAC1/2 and lysine specific demethylase 1 (LSD1). PROX1 may act via the NuRD complex via direct binding to HDAC1/2 or LSD1, which was also reported in our previous works^30,51^. However, experimental work is warranted in the future to link these events. Additionally, it would be more relevant to identify PROX1 as a factor that interacts with the ERRα/PGC-1α complex to control energy homoeostasis^52^. More importantly, AMPK directly and indirectly increases PGC-1α activity to initiate the expression of several key players in mitochondrial and glucose metabolism^53–55^. Whether the phosphorylation of PROX1 by AMPK involved in this process require further confirmation in the future studies.

Even though PROX1 has been demonstrated to play an important role in the development of human cancers^30,35,56,57^, whether it exerts an oncogenic or a tumour suppressor function is complex and depends on cancer types. Our current findings that PROX1 can be directly phosphorylated by AMPK to facilitate PROX1 degradation by recruiting a CUL4-DDB1 ligase complex shed an important light on the function of PROX1. However, we have not identified the substrate receptor of the CUL4-DDB1E3 ubiquitin complex for PROX1, and what part(s) is implicated in substrate recognition and ubiquitination. These questions remain to be explored in the future. Notably, PROX1 elicits a potent oncogenic function by sustaining intracellular BCAA pools. This results in enhanced mTOR signalling, which is constrained by AMPK via Ser79 phosphorylation of PROX1. In addition, the phosphorylation of PROX1, which impairs its oncogenic function, is markedly reduced in cancers, and lower Ser79 phosphorylation levels are associated with unfavourable patient survival. Thus, our study clearly illustrates that Ser79 nonphosphorylated PROX1 is an oncogenic driver in tumourigenesis and aggressiveness, at least in HCC and lung cancers.

Finally, the present work shows that PROX1-driven BCAA production is indispensable for the subsequent activation of mTOR signalling to boost overall anabolism and tumourigenesis, thereby establishing a direct regulatory mechanism that links these metabolic regulators. Consistent with this role, higher expression levels of PROX1 in HCC show therapeutic sensitivity to metformin. Similarly, *Lkb1*-deficient *Kras*-driven lung tumours with higher PROX1 are efficiently targeted by phenformin, owing to defects in the intact metabolic regulatory axis. Considering that the high expression of PROX1 imposes selective vulnerability via BCAAs, dietary BCAA limitation may be a potential intervention for treating HCC and lung cancer patients with aberrant PROX1 expression. Collectively, the deficiency of the LKB1-AMPK axis in cancers reactivates PROX1 to sustain intracellular BCAA pools and mTOR signalling, facilitating tumourigenesis and aggressiveness. Perturbating such metabolic reprogramming could be a promising therapeutic approach for the treatment of cancer.

## Methods

### Plasmid constructs

Flag-tagged full-length *PROX1* and *AMPKα2* cDNAs were cloned in pcDNA3 (Invitrogen, USA) to create pFlag-Prox1 and pFlag-AMPKα2 respectively. Lentiviral vectors pLKO.1 TRC (RRID: Addgene_10878) and pWPI (RRID: Addgene_12254) were used for producing recombinant lentiviruses. For RNA interference of *PROX1*, DNA fragments encoding hairpin precursors for si259 (5'-TTTCCAGGAGCAACCATAATT-3', corresponding to nt259–279 of *PROX1* ORF) and si1646 (5'-GGCTCTCCTTGTCGCTCATAA-3', corresponding to nt1646–1666 of *PROX1* ORF) were inserted into pLKO.1 TRC respectively. A scrambled siRNA precursor (Scr) of similar GC-content to si259 and si1646 but no sequence identity with *PROX1* was used as negative control. For overexpression of *PROX1*, Flag-tagged *PROX1* cDNA was cloned in pWPI. For overexpression of si1646-resistant *PROX1*, synonymous mutations were introduced into the target sequence of si1646 (5'-GGCTCTCATTATCACTCATAA-3', mutations underlined) in *PROX1* cDNA. pEGFP-Prox1 was generated by inserting *PROX1* cDNA into pEGFP-C2 (Clontech). HA tagged human *Cul4A*, *Cul4B* and *DDB1* cDNAs were cloned into pcDNA3 respectively. *AMPKα2* cDNA was also inserted into pWPI and pGEX-4T1 (Amersham).

### Cell lines, transfection and lentiviruses

Human HCC cell lines Huh7 (SCSP-526), HepG2 (SCSP-510), SMCC-7721 (TCHu 52) and embryo kidney cell line HEK293T (SCSP-502) were obtained from Cell Bank of Shanghai Institutes of Biological Sciences, Chinese Academy of Sciences (Shanghai, China). These cells were maintained in Dulbecco’s modified Eagle medium (DMEM, Gibco, USA) supplemented with 100 U/ml penicillin G/streptomycin sulfate and 10% (v/v) foetal bovine serum (FBS, Gibco, USA), and cultured at 37 °C with 5% CO_2_.

Helper plasmids pSPAX2 (Addgene plasmid 12260) and pMD2.G (Addgene plasmid 12259) were co-transfected with pLKO.1- or pWPI.1-based plasmids into HEK293T cells to package recombinant lentiviruses. Supernatants from co-transfections were used for infection of cultured cells.

### Cell apoptosis assay

Huh7 and HepG2 cells were treated with or with glucose starvation for 24 h, and these cells were collected and analyzed using the Annexin V-FITC/PI apoptosis detection kit (BD Biosciences) according to manufacturer’s instructions. All flow cytometry data were analyzed by Flow Jo software.

### Immunoprecipitation and mass spectrometry

HEK293T cells transfected with FLAG-PROX1 or control plasmid were lysed used the Pierce RIPA buffer (Thermo Scientific, Prod#89901). The supernatant of the cell lysate was incubated with anti-FLAG M2-agarose beads (Sigma, M8823). The anti-FLAG M2-agarose beads were washed six times with Pierce RIPA buffer. The beads were boiled in protein loading buffer, resolved on SDS-PAGE and coomassie blue stained. The mass spectrometry analysis procedures were performed as previously described^30^.

### Antibodies

Primary antibodies against the following proteins were obtained from Cell Signaling Technology: p-AMPK (#2535, 1:1000), p-AMPK substrate motif (#5759, 1:1000), AMPKa (#2532, 1:2000), AMPKa2 (#2757, 1:2000), p-mTOR (#5536, 1:1000), mTOR (#2983, 1:2000), p-4EBP1 (#2855, 1:1000), p-S6K (#9205, 1:1000) and S6K (#9202, 1:2000); From Upstate: PROX1 (07-537, 1:2000); from Abcam: AMPKa1 (ab32047, 1:2000) and DDB1 (ab109027, 1:2000); from Sigma: Flag M2 (F3165, 1:5000) and β-Actin (A1978, 1:10000); from Thermo Fisher Scientific: HA (SG77) (71-5500, 1:3000); from Abclonal: p-S79 (customization, 1:1000), ACADM (A4567, 1:2000) and EHHADH (A13488, 1:2000); from Proteintech: CUL4A (14851-1-AP, 1:2000), CUL4B (12916-1-AP, 1:2000), BCKDHB (13685-1-AP, 1:2000) and ACADSB (13122-1-AP, 1:2000); from Cell Signaling Technology: anti-rabbit IgG, HRP-linked Antibody (#7074, 1:5000) and anti-mouse IgG, HRP-linked Antibody (#7076, 1:5000).

### Phospho-specific p-S79 PROX1 antibody

The phospho-specific p-S79 PROX1 antibody was prepared from a supplier (Abclonal) and generated by immunizing rabbits with the synthetic phospho-peptide, covalently cross-linked to keyhole limpet haemocyanin (KLH), and was purified through subsequent positive and negative selection using the KRAN(S-p)YED phosphor peptide and the unphosphorylated KRANSYED peptide, respectively. The phospho-specific immunoreactivities of the antibodies were detected by dot plot using both phosphorylated and nonphosphorylated peptides, and further confirmed by western bot using the cell lysates derived from the expression of PROX1 and S79A mutant constructs in HEK293T cells.

### In vitro kinase assay

Active recombinant AMPK (α2, β1, γ1) was purchased from Sigma (A1733). The recombinant GST-PROX1 fragment and variants (1–337, 335–570, 544–738 and 1-337-S79A) proteins purified from *Escherichia coli* were incubated with recombinant AMPK in a 20 µl reaction volume containing 50 mM Tris, 10 mM MgCl_2_, 5 mM DTT and 200 µM ATP. The reactions were incubated at 30 °C for 1 hr and stopped by addition of protein loading buffer. The samples were subjected to western blot experiment with the phospho-AMPK substrate motif antibody and a phosphor-specific antibody against Ser79 of PROX1.

### RNA isolation and quantitative real-time PCR (qrtPCR)

Total RNA was extracted from HCC cells or mouse tissues using TRIzol Reagent (Invitrogen) according the manufacturer’s instructions. The total cDNA was generated by the Prime-Script RT reagent Kit (TaKaRa, Dalian, China). The real-time PCR assay was performed using SYBR Premix Ex Taq (TaKaRa, Dalian, China) according the manufacturer’s instructions. Relative mRNA levels were calculated using *β-actin* as control as previously described^30^. Primer sequences are presented in Supplementary Table 1.

### ATAC-seq analysis and chromatin immunoprecipitation

Assay for transposase-accessible chromatin with high throughput sequencing (ATAC-seq) was performed as the previously described^58^. MAnorm and integrative genomics viewer (IGV) software was used to compare ATAC-seq signal intensities and enriched peaks between *Prox1*^f/f^ and *Alb-Cre*; *Prox1*^f/f^ mice.

Anti-PROX1 antibody was used to immunoprecipitate sonicated chromatin prepared from Huh7 cells or mouse liver tissues. Five percent of post-sonication sample were saved as input control and pre-immnue IgG was used for specificity control. DNA extracted from precipitated chromatin were quantitated using qrtPCR. DNA extracted from saved input sample were quantitated in parallel (Ct [Input]) and results for IP by Anti-PROX1 Ab or pre-immnue IgG (Ct [IP]) were then used to calculate relative specific occupancy and non-specific background using the equation: 2^ (Ct [IP]-Ct [Input]) *100%.

### BCAA, glucose and lactate detection

BCAA concentration was detected using the BCAA kit (Sigma, MAK003) according to the manufacturer’s instructions. The cells were seeded in the six-well plates for 24 h, the cell numbers were counted, collected and be rapidly homogenized in 100 μL of cold BCAA Assay buffer for detecting BCAA. Concentration of BCAA is calculated by the formulation: C = S_a_/S_v_ (S_a_ = Amount of BCAA in unknown sample (nmole) from standard curve, S_v_ = Sample volume (mL) used). For determining glucose and lactate, Huh7 and HepG2 cells were seeded in the six-well plates. After 24 h, The cell culture medium was collected. Glucose and lactate were determined using the glucose assay kit (Sigma, MAK181) and lactate assay kit (Sigma, MAK064) respectively according the manufacturer’s instructions. Glucose consumption was determined by subtracting the final medium glucose concentration from the initial medium glucose concentration in the culture medium.

### Stable isotope labelling

The Huh7 cells were plated in the 10 cm dish for culture 24 h. Then, the medium of cells was replaced with fresh medium with carbon (^13^C_6_)-labelled leucine. After 24 h, the cells were collected, the intracellular metabolites were extracted for liquid chromatography-mass spectrometry analysis.

### Mice

*Prox1*^f/f^ and *Alb-Cre*; *Prox1*^f/f^ mice were prepared from the Shanghai Model Organisms Center (Shanghai, China). The *Prox1*^f/f^ and *Alb-Cre*; *Prox1*^f/f^ male mice at 14 day old were injected with 25 mg/kg dose of DEN to establish the liver cancer models as previously described^19^. *Kras*^G12D^ and *Lkb1*^L/L^ mice were originally generously provided by T. Jacks (Koch Institute for Integrative Cancer Research, Cambridge, MA, USA) and R. Depinho (MD Anderson Cancer Center, Houston, TX, USA) respectively, and a gift from Prof. Hongbin Ji (Shanghai Institute of Biochemistry and Cell Biology, Center for Excellence in Molecular Cell Science, Chinese Academy of Sciences, Shanghai, China) for current study. *Kras*^G12D^/*Lkb1*^L/L^ mice were randomly group and treated with a lentivirus expressing Cre recombinase by nasal inhalation to establish tumour mouse models as previous described^15,59^. All these mouse strains were generated in a C57BL/6 background. All mice were born and maintained under pathogen-free conditions and were housed with a 12-h light/dark schedule at 25 ± 1 °C and were fed an autoclaved chow diet (XieTong Biology, Cat#1010013) and water ad libitum. The maximal tumour size/burden was not exceeded, all of the mouse experiments were approved by the Institutional Animal Care and Use Committee at Ren Ji Hospital affiliated to School of Medicine of Shanghai Jiao Tong University.

### Clinical samples and immunohistochemistry

This study was approved by the institutional review board at Ren Ji Hospital affiliated to School of Medicine of Shanghai Jiao Tong University. Tissue microarray of tumour samples were collected at Ren Ji Hospital and prepared from Shanghai Zuocheng Biotech (Shanghai, China) and Shanghai Outdo Biotech Co., Ltd. (Shanghai, China). The informed consent was acquired from the patients and patients’ parties. The diagnosis of human cancers or normal tissue was confirmed based on histological findings by independent pathologists.

Immunohistochemical (IHC) staining procedures was performed as previously described^30^. Primary antibodies against the following proteins were obtained from Cell Signaling Technology: p-AMPK (#2535, 1:200); from Abcam: DDB1 (ab109027, 1:200); from Abclonal: p-S79 (customization, 1:100), ACADM (A4567, 1:200), EHHADH (A13488, 1:200) and HIBADH (A19871, 1:200); from Proteintech: PROX1 (11067-1-AP, 1:200), CUL4A (14851-1-AP, 1:200), CUL4B (12916-1-AP, 1:200), BCAT1 (13640-1-AP, 1:200), BCKDHB (13685-1-AP, 1:200), ACADSB (13122-1-AP, 1:200), DLD (16431-1-AP, 1:200) and HMGCL (16898-1-AP, 1:200). Signals were detected using Envision-plus detection system (Dako, Carpinteria, CA, USA) and visualized following incubation with 3,3'-diaminobenzidine. The staining intensity was graded from 0 to 2 (0, no staining; 1, weak; 2, strong). The staining extent was graded from 0 to 4 based on the percentage of immunoreactive tumour cells (0%, 1%–5%, 6%–25%, 26%–75%, 76%–100%). A score ranging from 0 to 8 was calculated by multiplying the staining extent score with the staining intensity score, resulting in a low (0–4) level or a high (6–8) level for each sample. Staining was independently assessed based on histological findings by two experienced pathologists.

### Tumour xenograft mouse models

Male athymic BALB/c nude mice (6 weeks old, Chinese Academy of Sciences) were raised in specific pathogen-free conditions. Mice were housed with a 12-h light/dark schedule at 25 ± 1 °C and were fed an autoclaved chow diet (XieTong Biology, Cat#1010013) and water ad libitum. The maximal tumour size/burden was not exceeded, and the animal care and experimental protocols were in accordance with guidelines established by the Institutional Animal Care and Use Committee at Ren Ji Hospital affiliated to School of Medicine of Shanghai Jiao Tong University. Tumour xenograft mouse models were established as previous described^30,33,35^.

SMCC-7721 cells (2 × 10^6^ cells/mouse) stably overexpressing the PROX1 variants (WT, S79A and S79E) were subcutaneously injected in nude mice (six male mice/group, 6 weeks old) respectively. Metformin treatment was once started after inoculation and mice were randomly assigned to receive with or without the metformin dissolved in the drinking water (500 mg/L) daily until the end of experiments. Four weeks post-injection, the mice were sacrificed under anaesthesia, the tumour samples were then collected for further analysis.

Huh7-SCR and Huh7-si1646 cells (3.0 × 10^6^ cells/mouse) were subcutaneously implanted into the nude mice (seven male mice/group, 6 weeks old), respectively. Metformin treatment was once started after inoculation and mice were randomly assigned to receive with or without the metformin dissolved in the drinking water (500 mg/L) daily until the end of experiments. Tumour sizes were measured every 6 days. After 30 days, the tumour samples were then collected for further analysis.

### Statistics and reproducibility

Statistical analysis was performed with SPSS 20, GraphPad Prism 7 and GSEA 3.0. No statistical method was used to estimate sample size. Pearson *χ*^2^-test, Chi-square test, Permutation test and the Student *t*-test were used for compare the differences between the variables. The immunoblots are repeated independently with similar results at three times. The replicates of all experiments were described in the corresponding legends. Kaplan–Meier analysis was used to determine survival. Log-rank test was used to compare survival between groups. The *p*-value < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-seq and ATAC-seq data have been deposited in GEO (https://www.ncbi.nlm.nih.gov/geo/) with the accession numbers GSE214192 and GSE214193, and the proteomics data have been deposited to the ProteomeXchange Consortium via PRIDE partner repository with the dataset identifier PXD036977 (http://www.ebi.ac.uk/pride). The data of RNA-seq, ATAC-seq and proteomic datasets generated in this study can also be viewed in NODE (https://www.biosino.org/node) by pasting the accession (OEP003076) into the search box. The TCGA data can been obtained from the TCGA database (https://xenabrowser.net/datapages/?hub=https://tcga.xenahubs.net:443). The main data are available in the article, supplementary information and Source Data file. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

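RNA from the livers of 3 WT and 3 Prox1-cKO mice was compared, with each library taken as 1 sample. The deposited count table holds whole reads per gene, which the authors made with HISAT2 2.1.0 and HTSeq according to the notes of the submission. These notes also name DESeq and the build GRCh38, a human build, while the gene identifiers are those of the mouse: 29605 of 29667 are in GENCODE M21 and 62 are not. The authors also deposited a table named FPKM, whose values are CPM: each value times the library total gives a whole read count within 0.01 reads, equal to the count table, with no term for gene length. That table lists 54134 genes, of which 24467 are in it alone and have 0 reads. The annotation release, the strand and the filters behind both tables are not given in the sources used here. No column was left out. Some genes that the paper names are not reported here.

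Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the genotype as group, scaled by TMM and tested by the quasi-likelihood test with genotype as the only term, since nothing in the labels pairs the replicate numbers. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold. The common dispersion was 0.0465. Symbols turned into dates were found for 23 genes and were resolved by identifier. The test, the groups, 54 gene lists, the alternatives and the rule for the genes named were chosen before the data were examined. The rule takes Prox1 and every gene the paper names for these livers, the 10 largest rises and the 10 largest falls among called genes with no overlap between the genotypes and a mean of at least 5 CPM in the higher group (leaving out unnamed gene models, pseudogenes and immunoglobulin segments), and up to 4 members of each list. Of the list members, 6 were matched by another name and 9 were not matched. Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 between genes, adjusted over the lists, and again with an estimated correlation, with fry and with preranked GSEA by fgsea 1.28.0. fry tests whether the genes of a list move one way on balance and does not compare them with other genes.

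The alternatives were RLE scaling, library totals alone, no filter beyond 1 count, at least 10 counts in every library, the replicate number as a block, each library left out in turn, DESeq2 1.42.0, limma-trend on the log2 of CPM plus 1 or 0.1, thresholds of at least 2-fold or of an unadjusted p under 0.05, and changes to the gene lists. Reads recovered from the CPM table, an offset per library for gene length and GC content and scaling to Actb were added after the data were seen. Ratios against 1 to 3 reads have 95% counting intervals, and a group with no reads was set at a floor of 3 reads per library. On simulated data with 245 genes changed, each with a mean of at least 50 reads, edgeR made 105 calls, 6 of them false, and DESeq2 made 167 calls, 34 of them false. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.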

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

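The tests of the sinusoidal endothelium, of tumour or growing tissue, of shared genes and of feeding or time of day, the offset for gene length and GC content, the tests of the scaling factors on fatty acid oxidation and PPARA targets and on list means per library, and the rule that picked these lists were chosen only after the results were seen. The lists are those the study does not discuss with an adjusted p under 0.05 in both camera and fry and a median log2 fold change of at least 1 in size. A rule set earlier asked for a call with an estimated correlation, which no list reached (lowest adjusted p = 0.462).

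Genes of dividing cells (median log2 fold change −2.51), fetal or tumour liver (−1.66), bile duct (−1.19), stellate cells (−1.21) and macrophages (−1.19) were lower in Prox1-cKO livers. A smaller share of all cells other than hepatocytes would lower endothelial genes alike, but their median was −0.23, against −1.19 over 103 genes of all 9 lists of other cells, of which lymphatic endothelium (−0.14) and erythroid cells (−0.18) were close to the endothelial median, and relative to the WT mean, the gap between the means of both groups of genes was −0.39 to 0.38 in the WT libraries and 0.74 to 1.11 in the Prox1-cKO libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). These values argue only against a loss of all such cells alike. A loss of some of these cell types with the endothelium kept was not tested. The endothelial median also depends on the scaling, since library totals alone shifted the log2 fold changes by a median of −0.41. Gene length and GC content are argued against, since with an offset for both the median over 103 genes of the 5 lists named first was −1.34, against −1.53 without it. Tumour or growing tissue in the WT samples may lower the same genes, and with a fetal and tumour liver median of −1.66 it cannot be told apart from an effect of the genotype, since the state of the livers is not given. The paper induced liver cancer with DEN in male mice of both genotypes, and does not say whether any of these livers come from them. Of the 32, 11, 17, 24 and 20 genes tested in these lists, 1, 1, 1, 1 and 0 are also in another list, and how many of them hepatocytes express was not tested.

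Genes of BCAA degradation were higher together with PPARA targets, whose median was 1.69, and with genes of fatty acid oxidation. Shared members are not the whole source of the call by camera with its preset correlation. Without them, 13 of 35 genes of BCAA degradation rose and 4 fell, with a median of 0.45, and the list passed that test (adjusted p = 3.58e-03). The shorter list was not tested with an estimated correlation, with which the full list did not pass (adjusted p = 0.462), with fry or with library totals alone. The list of hepatocyte genes had a median of 0.56, near the 0.63 of BCAA degradation. Whether the share of hepatocytes or tumour tissue in the WT samples moved the genes of BCAA degradation was not tested. For fatty acid oxidation and PPARA targets, scaling factors as the whole source are argued against, since with library totals alone the medians were 0.79 and 1.31, 20 and 22 genes were higher and 2 and 2 lower, fry gave an adjusted p of 0.0474 and 0.0565, the latter not passing, and the mean of each list was higher in every Prox1-cKO library than in any WT library. For BCAA degradation, scaling cannot be told apart from a change in the genes: with library totals alone, 14 genes were higher and 9 lower and fry ran towards higher (adjusted p = 0.0474), but the list mean, relative to the WT mean, was 0.09 to 0.15 in the Prox1-cKO libraries against −0.10 to 0.10 in the WT libraries, which overlap, while the set test that was to decide this (adjusted p = 1.86e-06) compares a list with all other genes, which a single factor per library moves alike. The state of feeding or the hour of sampling may also move these genes, and with a lipogenesis median of −1.07 this cannot be told apart from the genotype, since the paper states for its mice in general that they were fed chow and water ad libitum, but gives no hour of sampling for these livers. The lipogenesis list did not pass camera (adjusted p = 0.202). Of 21 circadian genes, 9 rose and 2 fell, with a median of 0.59 (camera adjusted p = 5.48e-03, or adjusted p = 0.462 with an estimated correlation).

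Genes of gluconeogenesis had a median log2 fold change of 1.00. Periportal hepatocyte genes had a median of 1.16. Genes of T and NK cells had a median of −1.50. Genes of neutrophils had a median of −2.085.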

How the results depend on the processing

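Recovered reads, the offset for gene length and GC content and scaling to Actb, which raises every log2 fold change by 1.058, were tests chosen after the data were seen. Of 224 named genes, those with the same direction and side of the threshold numbered 220 with RLE scaling, 214 with no filter, 181 with at least 10 counts in every library, 212 with the replicate block, 215 with DESeq2, 224 with recovered reads, 216 with the length and GC offset, 191 to 211 without 1 library, 184 with library totals alone and 175, 177 and 177 in the 3 settings of limma on CPM. Genes that a setting did not test are not in these numbers. With at least 10 counts in every library, 2 genes reversed in sign, 1 gained a call and 3 lost it, and the remainder were not tested. The settings of limma with a filter also left some genes untested. With library totals alone, 725 genes were higher and 6060 lower, and 14 BCAA degradation genes were higher. With limma on CPM, 705, 714 and 669 genes were higher and 5463, 5495 and 5721 lower, and 13, 14 and 11 BCAA degradation genes were higher, with a pseudocount of 1, of 0.1, and of 1 with no filter. Neither of these settings scales beyond the library total, which shifts all values. With the length and GC offset, 3398 genes were higher and 2605 lower, so that most changed genes were higher. This offset also shifted the log2 fold changes by a median of 0.123, which moves the balance of higher and lower genes. Before the offset, log2 fold changes across genes had a correlation of −0.0082 with log2 length and of −0.0323 with GC percent. With a 2-fold minimum, 2827 genes changed, 735 of them higher, and 12 BCAA degradation genes were higher. Leaving out 1 library at a time gave 3200 to 6072 genes changed, 1201 to 2604 higher, 1999 to 3468 lower and 14 to 29 BCAA degradation genes higher. The lowest counts were without Prox1-cKO replicate 2, and for BCAA degradation without WT replicate 1 or 2, and all of the highest were without WT replicate 3. The BCAA degradation set test had an adjusted p of 0.462 with an estimated correlation and 0.552 without the real-time PCR panel, and 9.41e-07 to 1.26e-04 without 1 library. The mTORC1 targets had 0.512 with an estimated correlation, 0.0675 without genes of cholesterol synthesis, lipogenesis and glycolysis (22 genes, median −0.70), and 2.93e-06 to 1.07e-03 without 1 library. The mTOR pathway turned towards lower with library totals alone (0.785), with at least 10 counts (0.919), with fry (0.668) and with preranked GSEA (1), and had 0.380 to 0.863 without 1 library. Glycolysis passed with no filter (0.0156), at least 10 counts (0.0350), the replicate block (0.0410) and fry (0.0185), and had 0.0176 to 0.158 without 1 library, passing without WT replicate 2 (0.0384) and without WT replicate 3 (0.0176). The log2 fold changes of 10 named genes reversed in sign, of which only Auh and mt-Co2 had passed: with library totals, and with limma in the same order as above, Hibch was −0.382 and −0.3742, −0.3779 and −0.3742, Hibadh −0.3824 and −0.37, −0.3713 and −0.37, Bckdhb −0.2623 and −0.2567, −0.2596 and −0.2567, Dld −0.2731 and −0.2753, −0.277 and −0.2753, Nr2f2 −0.2444 and −0.2406, −0.249 and −0.2406, Auh −0.0557 and −0.0467, −0.0477 and −0.0467, and mt-Co2 −0.0081 and −0.0045, −0.0045 and −0.0045, while Lyve1 was −0.0083, −0.0212 and −0.0083 with limma alone. With at least 10 counts, Hibch was −0.0179 and Hibadh −0.0223, and without 1 library, Hibch was −0.057 to 0.1461, Hibadh −0.0747 to 0.2213, Hba-a2 −1.0173 to 0.0189 and Hbb-bt −0.6263 to 0.3025. Apart from the settings named as not scaling, the cause was not tested. On simulated data with 245 genes changed, edgeR missed most changes of 1.5-fold. With more genes changed the adjusted threshold is less strict, so this limit need not hold here. In these livers 5086 genes were called, of which 2827 had at least a 2-fold change.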

Differences from the paper's values

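The number of genes changed was 5086, while the paper shows about 3100 in Fig. 4a, read by eye. The paper's statistics section gives a p under 0.05 in general, and its text names no test, adjustment or minimum fold for this count, which was 6767 at an unadjusted p under 0.05. Counts and scores are taken to differ here where one is over 1.5 times the other or their signs are opposite. By this, the counts differ in 10 of 17 settings set before the data were examined, and lie within 1.5 times of the paper's, at 2827 to 4081, with at least 10 counts in every library, with a 2-fold minimum, or without WT replicate 1, WT replicate 2, Prox1-cKO replicate 1, Prox1-cKO replicate 2 or Prox1-cKO replicate 3. The normalized enrichment score of the mTOR pathway was −0.561, while the paper shows about −1.7 in Fig. 5k, read by eye, and all 11 settings differ, 4 of them with a positive score (0.678 with RLE scaling, 0.904 without WT replicate 3, 0.770 without Prox1-cKO replicate 1 and 0.774 without Prox1-cKO replicate 2). The gene set behind the paper's value is not named in its text.

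The folds of these genes differ from the paper's real-time PCR folds of Fig. 4e, which means here by over 1.5 times and by more than the larger of the SDs. The fold was 6.78 for Hsd17b10, against the paper's 1.94, and differs in all 15 settings. For the other 6 genes, the values do not differ with library totals alone or in the 3 settings of limma on CPM. The fold of Hadhb was 2.71 (2.705), against the paper's 1.41, and differs in the other 11 settings; the paper's source data give the same replicate values for this gene in Huh7 cells (Fig. 4g), so it is not certain that they are from mouse livers. Dbt was 1.50 (1.495), against the paper's 0.95, and does not differ without Prox1-cKO replicate 1. Acads was 1.54, against the paper's 0.957, and does not differ without WT replicate 1 or Prox1-cKO replicate 3. Acad8 was 1.62, against the paper's 1.08, and does not differ with at least 10 counts in every library or without WT replicate 1 or Prox1-cKO replicate 3. Aldh2 was 1.37, against the paper's 0.913, and does not differ with at least 10 counts in every library or without WT replicate 1, WT replicate 2 or Prox1-cKO replicate 3. Acaa1a was 2.71 (2.705), against the paper's 1.77, and does not differ with at least 10 counts in every library, with the replicate block, or without WT replicate 1 or Prox1-cKO replicate 3. In the remaining settings of each of these genes, the values differ.

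The paper's discussion proposes that BCAT1 and BCAT2 are lower on loss of PROX1. In these livers Bcat2 had a log2 fold change of 1.01, and Bcat1 had 2 reads and was not tested. The paper describes the mTOR signature as lower in the Prox1-cKO livers. The mTOR pathway gave no call (adjusted p = 0.577 from camera), while the mTORC1 targets run the paper's way with a median log2 fold change of −0.92. All 19 genes of the heatmap of Fig. 4b run the paper's way and 17 are called. The heatmap is among the paper's RNA-seq results for WT and Prox1-cKO livers, so the direction of its genes is not an independent check. Bckdha (adjusted p = 0.0542 from edgeR) is called with no filter, without WT replicate 3, with the replicate block, with DESeq2 and with the length and GC offset (adjusted p = 0.0153, 0.0013, 0.0454, 0.0301 and 0.0319). Aldh7a1 (adjusted p = 0.0505) is called with RLE scaling, without WT replicate 3, with DESeq2 and with the length and GC offset (adjusted p = 0.0492, 0.0193, 0.0106 and 0.0177). The offset was chosen after seeing the values.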

Other observations

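The comparison of Actb was chosen only after the results were seen. Genes of gluconeogenesis were higher in Prox1-cKO livers, with 12 of 20 rising and 1 falling (13 and 1 adjusted over the list alone, camera adjusted p = 1.39e-05, or adjusted p = 0.462 with an estimated correlation), among them Pck1, which makes phosphoenolpyruvate, at a log2 fold change of 2.00. Of 20 genes of bile acid synthesis, 11 rose and 1 fell (12 and 1 adjusted over the list alone, adjusted p = 1.14e-03, or adjusted p = 0.512 with an estimated correlation), with Cyp8b1, which makes cholic acid, at 3.88 (4.89 without WT replicate 3). Of 25 genes of cholesterol synthesis, 15 fell and 1 rose (17 and 1 adjusted over the list alone, adjusted p = 1.13e-03, or adjusted p = 0.541 with an estimated correlation), with Nsdhl at −1.97. Of 20 genes of lipogenesis, 11 fell and 5 rose (12 and 6 adjusted over the list alone, adjusted p = 0.202, or adjusted p = 3.58e-03 without WT replicate 2), with its regulator Srebf1 at −1.88. Of 36 genes of cytochromes P450 and xenobiotic metabolism, 16 rose and 4 fell (18 and 4 adjusted over the list alone, adjusted p = 1.48e-03, or adjusted p = 0.533 with an estimated correlation), with Por, which passes electrons to P450 enzymes, at 1.81. Of 19 periportal genes, 11 rose and none fell (11 and 2 adjusted over the list alone, adjusted p = 2.85e-06, or adjusted p = 0.512 with an estimated correlation). Of 22 pericentral genes, 6 rose and 3 fell (6 and 3 adjusted over the list alone, adjusted p = 4.11e-03, or adjusted p = 0.512 with an estimated correlation), while their median of 0.26 was −0.13 with library totals alone. Of 23 apolipoprotein and lipid droplet genes, 12 rose and 2 fell (13 and 2 adjusted over the list alone, adjusted p = 5.40e-04, or adjusted p = 0.512 with an estimated correlation), with the lipase gene Lpl at −4.61 and G0s2, which inhibits lipolysis, at 3.00 (2.40 with limma on CPM plus 1). Of 25 genes of the unfolded protein response, 10 rose and none fell (11 adjusted over the list alone, adjusted p = 1.06e-03, or adjusted p = 0.512 with an estimated correlation), with Herpud1 at 1.99. Of 20 NRF2 targets, 11 fell and 1 rose (13 and 1 adjusted over the list alone, adjusted p = 4.61e-04, or adjusted p = 0.533 with an estimated correlation), with Osgin1 at −3.02.

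Of 28 genes of the TCA cycle, 6 rose and none fell (6 adjusted over the list alone), but 2 rose and 6 fell with library totals alone. Its camera adjusted p of 0.0457 (adjusted p = 0.673 with an estimated correlation) was 0.162 with library totals alone, 0.0675 without WT replicate 1, 0.0993 without WT replicate 2, 0.0698 without Prox1-cKO replicate 1 and 0.0679 without Prox1-cKO replicate 3. Of 76 genes of oxidative phosphorylation, 12 rose and none fell (0 adjusted over the list alone by edgeR, camera adjusted p = 2.80e-03, or adjusted p = 0.534 with an estimated correlation), but 15 fell with library totals alone. Of 13 genes of the mitochondrial genome, 3 rose and none fell (3 adjusted over the list alone, adjusted p = 0.0212, or adjusted p = 0.512 with an estimated correlation). Of 21 circadian genes, 9 rose and 2 fell (9 and 2 adjusted over the list alone, adjusted p = 5.48e-03, or adjusted p = 0.462 with an estimated correlation), with Ciart at 3.03 (3.73 without WT replicate 1). Of 11 fetal and tumour liver genes, 7 fell and 2 rose (9 and 2 adjusted over the list alone, adjusted p = 5.14e-03, or adjusted p = 0.462 with an estimated correlation), with Ly6d at −4.56 (−5.82 without Prox1-cKO replicate 3). Of 15 genes of T and NK cells, 9 fell (12 adjusted over the list alone, adjusted p = 6.88e-03, or adjusted p = 0.534 with an estimated correlation), with Lck at −1.47, and the adjusted p was 0.0823 with library totals alone. All 5 neutrophil genes fell (5 adjusted over the list alone, adjusted p = 2.22e-03, or adjusted p = 0.462 with an estimated correlation), with S100a9 at −2.44 (−1.72 with limma on CPM plus 1). Of 9 B cell genes, 3 fell (5 adjusted over the list alone, adjusted p = 0.0433, or adjusted p = 0.629 with an estimated correlation), and the adjusted p was 0.185 with library totals alone, 0.0845 without WT replicate 2, 0.0637 without Prox1-cKO replicate 2 and 0.0620 without Prox1-cKO replicate 3. Of 6 erythroid genes, 2 rose (2 adjusted over the list alone, adjusted p = 0.303), of 5 lymphatic endothelium genes, 1 fell (1 adjusted over the list alone, adjusted p = 0.596), and of 4 genes of pancreas and gut, 1 rose and 2 fell (1 and 2 adjusted over the list alone, adjusted p = 0.458). Of 24 genes of AMPK, LKB1, CUL4-DDB1 and partners of PROX1, 4 rose and 2 fell (4 and 1 adjusted over the list alone, adjusted p = 0.436), but none rose and 10 fell with library totals alone.

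Slc7a5, which the paper also measures in Huh7 cells, fell in these livers. All 6 libraries held 1 to 7 reads of Xist and 1483 to 2124 reads of Ddx3y, a gene of the Y chromosome.

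Real-time PCR folds in the paper, scaled to Actb, were smaller than the RNA-seq folds in 23 of 29 genes, with a median fold of 1.41 (the paper's) against 1.63. The direction was the same in both for 23 of the 29 genes, and the Spearman correlation of the log2 folds across genes was 0.65. The median log2 real-time PCR fold minus log2 RNA-seq fold was −0.34, or −1.40 with the RNA-seq folds also scaled to Actb. Actb itself was 716 ± 151 CPM in WT and 344 ± 27.5 in Prox1-cKO (SD, n = 3, adjusted p = 5.67e-03 from edgeR). A lower reference raises real-time PCR folds and cannot make them smaller, and the source of the difference was not tested.

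The 6 libraries can be split into 3 and 3 in 10 ways, which are too few for a share under 0.05. The real split gave 5086 genes changed, 2087 higher, 2999 lower and 23 BCAA degradation genes higher, and the highest of the other splits gave 0 of each by edgeR, with 73 to 780 genes at an unadjusted p under 0.05. Each of the other splits puts both genotypes in each group, so the difference between genotypes adds to the spread within groups. Their 0 calls therefore do not show what chance alone would give. The other tools were not run on these splits. The set tests had an adjusted p of 8.70e-06 for BCAA degradation, 0.577 for the mTOR pathway, 5.02e-04 for mTORC1 targets and 0.0742 for glycolysis, and the lowest of the other splits were 4.80e-06, 0.0519, 3.16e-07 and 0.0747.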
